# Hnrnpk maintains chondrocytes survival and function during growth plate development via regulating Hif1α-glycolysis axis

**DOI:** 10.1038/s41419-022-05239-0

**Published:** 2022-09-20

**Authors:** Yuyu Chen, Jinna Wu, Shun Zhang, Wenjie Gao, Zhiheng Liao, Taifeng Zhou, Yongyong Li, Deying Su, Hengyu Liu, Xiaoming Yang, Peiqiang Su, Caixia Xu

**Keywords:** Apoptosis, Bone development

## Abstract

The harmonious functioning of growth plate chondrocytes is crucial for skeletogenesis. These cells rely on an appropriate intensity of glycolysis to maintain survival and function in an avascular environment, but the underlying mechanism is poorly understood. Here we show that Hnrnpk orchestrates growth plate development by maintaining the appropriate intensity of glycolysis in chondrocytes. Ablating Hnrnpk causes the occurrence of dwarfism, exhibiting damaged survival and premature differentiation of growth plate chondrocytes. Furthermore, Hnrnpk deficiency results in enhanced transdifferentiation of hypertrophic chondrocytes and increased bone mass. In terms of mechanism, Hnrnpk binds to *Hif1a* mRNA and promotes its degradation. Deleting Hnrnpk upregulates the expression of Hif1α, leading to the increased expression of downstream glycolytic enzymes and then exorbitant glycolysis. Our study establishes an essential role of Hnrnpk in orchestrating the survival and differentiation of chondrocytes, regulating the Hif1α-glycolysis axis through a post-transcriptional mechanism during growth plate development.

## Introduction

At the embryonic stage, mesenchymal cells from the lateral plate mesoderm and somite condense and differentiate into chondrocytes, forming the cartilage primordia and then the growth plate [1, 2]. Growth plate chondrocytes experience endochondral ossification and determine the longitudinal bone growth of long bones and vertebrae [3]. During the skeletogenesis, growth plate chondrocytes undergo highly coordinated processes including proliferation, hypertrophy, maturation, and apoptosis, and finally constitute three layers called the resting zone (RZ), proliferating zone (PZ), and hypertrophic zone (HZ) according to their histological characteristics [4]. When the delicate process is disturbed, a number of skeletal deformities may occur [5].

The growth plate is physiological hypoxic tissue because of lacking blood vessels. Thus, the glucose metabolism of chondrocytes prefers glycolysis [6]. Glycolysis is an efficient pattern to produce energy under anoxic or hypoxic conditions, where pyruvic acid transforms into lactate rather than undergoing the tricarboxylic acid cycle [7, 8]. The mechanisms for triggering the glycolysis vary in different tissues, while the growth plate chondrocytes depend on the hypoxia-inducible factor 1 (Hif1) [9, 10], a transcription factor mediating hypoxia adaption via regulating the biological process including angiogenesis, anaerobic metabolism, and proliferation [11]. Hif1 is a heterodimer consisting of Hif1 subunit α (Hif1α) and Hif1 subunit β (Hif1β), and Hif1α is hypoxia sensitive, while Hif1β is constitutively expressed [12]. The conditional ablation of Hif1α results in the failure of the transition from oxidative phosphorylation to glycolysis and further the excessive apoptosis of the chondrocytes [13, 14]. Interestingly, excessive glycolysis also leads to uncoordinated growth plate development, followed by the occurrence of skeletal deformity [15]. Thus, the Hif1α-glycolysis axis plays a pivotal role in maintaining the survival and function of the chondrocytes. Nevertheless, the regulator of and mechanism for maintaining the appropriate intensity of glycolysis during the growth plate development remains unclear.

hnRNPK is a kind of RNA binding protein, but it is capable of regulating gene expression via transcriptional and post-transcriptional aspects [16] and widely participates in RNA metabolism, including splicing, translation, and degradation [17–19]. A de novo loss-of-function mutation in the human gene *HNRNPK* has been reported as related to Au-Kline syndrome (AKS), presenting with remarkable deformities in the limbs and spine [20]. hnRNPK has been proven to regulate the osteogenic differentiation of bone marrow mesenchymal cells [21] and the osteoclastogenesis of bone marrow-derived macrophages [22]. However, the role of hnRNPK in growth plate development is still unknown. In the present study, for the first time, we have demonstrated that Hnrnpk regulated the activity of the Hif-1 signaling pathway, and then maintained the appropriate intensity of glycolysis in the chondrocytes to orchestrate growth plate development.

## Materials and methods

### Mice

All the mice in this study were bred in the Laboratory Animal Center of Sun Yat-sen University. The *floxed-Hnrnpk* mice were generated by Cyagen Biosciences (Suzhou, China), carrying a pair of *loxP* sites flanking exons 4–7 of the *Hnrnpk* gene (Fig. 1A). The *Col2a1-Cre* and *Col10a1-Cre* mice were the generous gifts from Prof. Xiaochun Bai from Southern Medical University. The *Rosa26-tdTomato* mice were purchased from Jackson Laboratory (JAX 007914). Because sex could not be clearly identified, both male and female embryos were used for analysis. Mice were compared to their littermates so that no specific randomization or blind was used. Genotyping was conducted with the following primers: *Col2a1-Cre* (forward: ATCCGAAAAGAAAACGTTGA; reverse: ATCCAGGTTACGGATATAGT); *Col10a1-Cre* (forward: CTTCCTGCGTTTTGATCATCAGT; reverse: CCACTCACACAACAGTCCTACG); *floxed-Hnrnpk* (forward: GTCTCTCGCTCTGTCTTTGTGGC; reverse: GGAAGGGCTCAGATTAAGTGGCAA); and *Rosa26-tdTomato* (forward1: AAGGGAGCTGCAGTGGAGTA; forward2: CTGTTCCTGTACGGCATGG; reverse1: CCGAAAATCTGTGGGAAGTC; reverse2: GGCATTAAAGCAGCGTATCC). Then, a PCR was conducted according to the following reaction conditions: initial denaturation at 94 °C for 3 min, denaturation at 94 °C for 30 s, annealing at 60 °C for 30 s, extension at 72 °C for 30 s, repeat for 35 cycles, and additional extension at 72 °C for 2 min. We examined three or more littermate groups and showed the representative images.

**Fig. 1:**
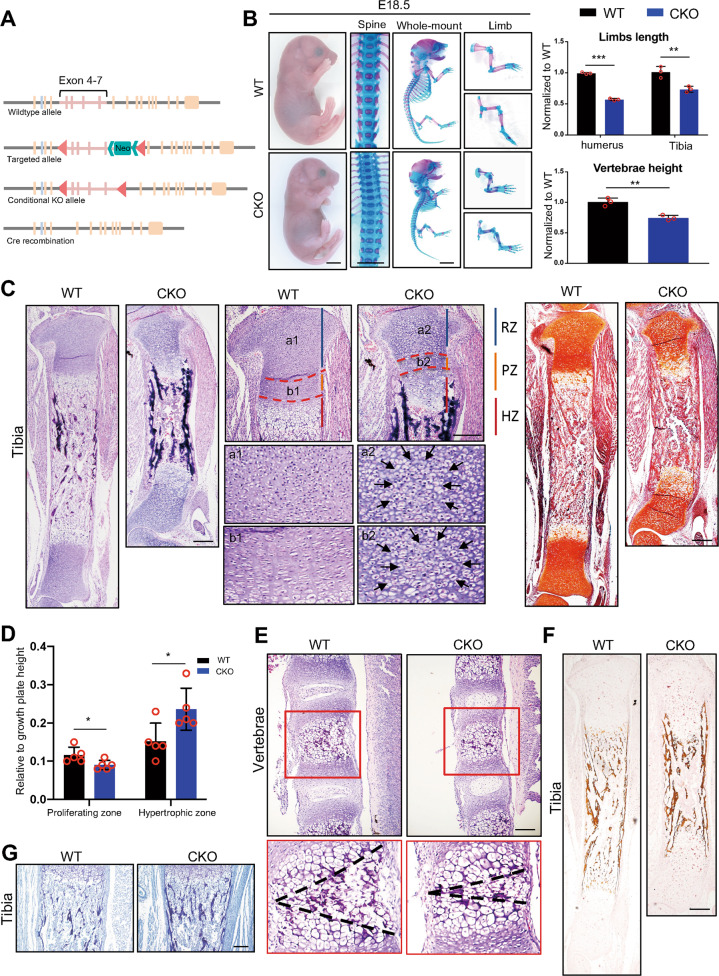
Ablation of Hnrnpk results in the occurrence of dwarfism and abnormal growth plate development. **A** Schematic diagram of the strategy constructing *Hnrnpk*^*loxP*^ mice. **B** General inspection and skeletal preparation of E18.5 WT and CKO embryos (left panel) and quantified comparison of limbs length and vertebrae height between E18.5 WT and CKO embryos (right panel). *n* = 3 biological replicates. Scale bar: 1 mm. **C** H&E staining (left panel) and Safranine O staining (right panel) of tibia of E18.5 WT and CKO embryos. Black arrows: atypical chondrocytes in resting and proliferating zones. Scale bar: 100 μm. **D** Quantification of the height of proliferating zone and hypertrophic zones according to H&E staining of tibia of E18.5 WT and CKO embryos. *n* = 5 biological replicates. **E** H&E staining of lumbar vertebrae of E18.5 WT and CKO embryos. Red boxes: magnification of vertebral growth plate. Black dotted lines: range of ossification center. Scale bar: 100 μm. **F**, **G** von Kassa staining (**F**) and Toluidine blue staining (**G**) of tibia of E18.5 WT and CKO embryos. Scale bar: 100 μm. *p*-value was calculated by two-tailed unpaired Student’s *t*-test. Data were shown as mean ± SD. *p < 0.05; **p < 0.01; ***p < 0.001.

### Primary chondrocyte cells isolation and cell culture

We isolated the distal femoral and proximal tibial growth plates of the WT or CKO mice at embryonic day (E) 18.5 and cut them into 1-mm^3^ pieces under a stereoscopic microscope (Leica M205FA, Germany). We digested the growth plate tissue with 0.25% trypsin for 10 min at 37 °C. Then, the tissue was digested with 0.2% collagenase type II (Life Technologies, USA) and shaken in an incubated air shaker (Thermo MaxQ4000, USA) at a speed of 250 rpm at 37 °C for 12 h. Chondrocytes were seeded in a 6-well plate and cultured at 37 °C with 5% CO_2_. DMEM/F12 with L-glutamine (Gibco, USA) supplemented with 1% penicillin–streptomycin solution (Gibco, USA) and 10% fetal bovine serum (PAN, Germany) was used as the culture medium. Chondrocytes were used within three passages for the hypoxia studies. When grown to ~75% confluence, the chondrocytes were exposed to normoxic (20% O_2_) or hypoxic (1% O_2_) conditions for 48 h before adding Chetomin (GLPBIO, USA, GC17405, 25 nM) or 3-BrPA (MCE, USA, HY19992, 2 μM).

### qPCR

Total RNA was extracted from cartilage tissue and cultured cells using TRIZOL reagent (Invitrogen, USA), and cDNA was synthesized using 1000 ng of total RNA with a Prime-Script RT reagent kit (TaKaRa, Japan) according to the manufacturer’s protocol. A qPCR was performed to amplify the cDNA on a Light Cycler 480 Real-Time PCR system (Roche Light Cycler 480, Switzerland) using TB Green Premix Taq II (TaKaRa, Japan) and the corresponding primers. The sequences of the primers were listed in Supplementary Table 1. The 2^−ΔΔCt^ method was used to calculate the relative expression levels, and *Actb* served as the internal control for normalization.

### Immunoblotting analysis

We performed western blotting (WB) according to standard procedures. The following primary antibodies were used: anti-Hnrnpk (Abcam 39975, 1:5000), anti-Bax (Cell Signaling Technology 14796, 1:1000), anti-p21 (Abcam 109520, 1:1000), anti-Ihh (Abcam 52919, 1:1000), anti-Runx2 (Abcam 192256, 1:1000), anti-Mmp13 (Abcam 219620, 1:500), anti-Sox9 (Abcam 185966, 1:1000), anti-Hif1α (Cell Signaling Technology 36169, 1:250), anti-Gapdh (Proteintech 60004-1, 1:2000), anti-Pfkfb3 (Abcam 181861, 1:500), anti-Ldha (Proteintech 19987, 1:2000), and anti-β-Actin (Affinity AF7018, 1:2000). The following secondary antibodies were used: goat anti-rabbit IgG H&L (Abcam ab205718, 1:2000) and goat anti-mouse IgG H&L (Abcam ab205719, 1:2000). The Densitometry analysis of WB was exerted using software Image J (v 1.51). The original western blots were shown in the Supplementary material Western blots.

### Skeletal preparation

We performed the skeletal preparation as previously described [23] and photographed the images under a stereoscopic microscope (Zeiss Axio Zoom v16, Germany) in glycerol.

### Histological analysis

The embryos were eviscerated, and the limbs were dissected and fixed in 4% paraformaldehyde for 48 h at 4 °C. All the limbs were embedded in paraffin or OCT. Then the embedded limbs were processed for paraffin sectioning at a thickness of 5 μm or frozen sectioning at a thickness of 6 μm. The paraffin sections were dewaxed in xylene and rehydrated in a graded concentration of alcohol before staining. For von Kossa staining, the undecalcified sections were stained with 1% silver nitrate solution under a 100-W light bulb for 1 h. After being rinsed in three changes of distilled water, the sections were incubated with 5% sodium thiosulfate for 5 min. After washing with distilled water, the nuclei were counterstained with 0.1% nuclear fast red solution (Solarbio, China) for 5 min. For Toluidine blue staining, the sections were stained with 0.5% Toluidine blue staining solution for 20 min. For tartrate-resistant acid phosphatase (TRAP) staining, the TRAP activity was detected in the paraffin sections using a TRAP staining kit (SLBT1113, Sigma, USA) according to the manufacturer’s instructions. All slides were dehydrated through graded alcohol and cleared in xylene. Coverslips were placed with neutral resins (Servicebio, China). The slides were photographed using microscopy (Olympus BX63, Japan).

### 5-Bromo-2’-deoxyuridine (BrdU) incorporation assay

The pregnant mice were given BrdU (MCE, HY-15910, USA, 100 mg/kg) through intraperitoneal injection 2 h before sacrifice. The sections were stained with the anti-BrdU antibody (Abcam 6326, 1:200) according to the procedure of immunofluorescent staining.

### Immunofluorescent staining

After being sectioned at a thickness of 6 μm and mounted onto slides, the frozen sections from the E13.5, E15.5, and E18.5 forelimbs were air-dried and washed three times with PBS. Sections were incubated in PBS containing 0.1% Triton X-100 for 5 min at room temperature. After being blocked with 5% BSA in PBS at room temperature for 30 min, the sections were incubated with the following primary antibodies overnight at 4 °C: anti-Hnrnpk (Abcam ab52600, 1:250), anti-CD31 (Cell Signaling Technology 3528, 1:1000), anti-Hif1α (Bioss bs-0737R, 1:200), anti-Ctsk (Abcam 187647, 1:500), anti-Sp7 (Abcam 209484), anti-Sox9 (Abcam 185966, 1:1000), anti-Col10a1 (Abcam 49945, 1:1000), anti-Mmp13 (Abcam 219620, 1:250), and anti-Runx2 (Abcam 192256, 1:500). The sections were washed three times with PBS, followed by species-matched Alexa Fluor 555 or Alexa Fluor 488 for 1 h. The nuclei were counterstained with DAPI (Cell Signaling Technology, USA) for 5 min. Slides were washed with PBS, and then the antifade mounting medium (Servicebio, China) was placed between the coverslips and slides. The slides were photographed with fluorescent microscopy (Olympus BX63, Japan). The quantification was exerted using software Image J (v 1.51).

### TdT-mediated dUTP nick end labeling (TUNEL) assay

The paraffin sections from the E18.5 limbs were deparaffinized in xylene, rehydrated through graded alcohols, and washed with distilled water. We then exerted TUNEL staining according to the manufacturer’s instructions for the one-step TUNEL Apoptosis Assay Kit (Beyotime, China). Briefly, after incubation with 20 μg/ml proteinase K for 30 min at 37 °C, the sections were washed three times with PBS. The TUNEL detective mixture was pipetted onto the sections, followed by incubation at 37 °C for 60 min in darkness. Then, the sections were washed three times with PBS. The slides were mounted with an antifade mounting medium (Servicebio, China) under the coverslips and photographed using fluorescent microscopy (Olympus, BX63, Japan).

### Bone CT scanning and BMD measurements

The limbs of the one-month/two-month WT and cCKO mice were dissected and fixed in 4% paraformaldehyde for 48 h at 4 °C; they were then stored in 70% ethanol for micro-CT scanning (SCANCO Medical AG, Switzerland). Quantitative volumetric measurements of trabecular micro-structures were conducted on the distal femoral metaphysis region of 50 micro-tomographic slices (500 μm below the growth plate), focusing on the primary spongiosa. We measured the bone micro-structure parameters using the Siemens Preclinical Imaging System, including bone mineral density (BMD), bone volume/tissue volume ratio (BV/TV), trabecular thickness (Tb.Th), trabecular number (Tb.N), and trabecular separation (Tb.Sp).

### RNA-seq

Total RNA was extracted from the cartilage growth plate of the E18.5 WT and CKO embryos and the libraries were constructed using the VAHTS Stranded mRNA-seq Library Prep Kit for Illumina v2. We checked the library’s quality using Qubit 2100, and the concentrations were determined from the analysis profiles. Genes expressed with a log_2_(fold change) >1 or <−1, *p-*value < 0.05 were identified as differentially expressed genes, and we performed the GO enrichment analysis and KEGG pathway analysis using DAVID [24].

### Adenovirus infection

When chondrocytes had grown to ~75% confluence in a 6-well plate, the medium was changed to 1 ml of DMEM/F12. The *Ad-GFP* and *Ad-Cre* were added to the medium with a concentration of 10^8^ PFU/ml and cultured under standard conditions. Two hours later, 1 ml of DMEM/F12 with L-glutamine supplemented with 1% penicillin–streptomycin solution and 10% fetal bovine serum was added into each well. After 12–16 h, the medium was changed. After 24 h, the fluorescent signal was observed under a fluorescent microscope (Leica DMi8). Before the next step of the experiment, chondrocytes were cultured for another 24 h.

### Measurement of mRNA half-life

After adenovirus infection, the chondrocytes were treated with 10 μg/ml actinomycin D (MCE HY-17559) for 0, 0.5, 1, 2, 4, and 6 h. Then, the RNA was extracted, and the equal RNA was used for synthesizing cDNA and exerted RT-qPCR to determine the level of mRNA. Half-life was calculated using the following formula: T_1/2_ = 0.3t/log(D1/ D2) [25, 26].

### Glycolysis measurement

The measurement of glucose concentration was performed according to the Glucose (HK) Assay Kit (Sigma, USA) protocol. 50 µl of the cell culture supernatant was incubated with 1 ml of the assay reagent for 15 min at room temperature, and the absorbance at 340 nm versus deionized water was measured (Victor Nivo 5S, Finland). The measurement of lactate concentration was performed according to the L-lactate assay kit I (Eton Biosciences, USA) protocol. 50 µl of the cell culture supernatant was incubated with 50 µl of L-lactate assay solution and incubated for 30 min at 37 °C. The reaction was stopped by adding 50 μl of 0.5 M acetic acid per well followed by brief gentle agitation. The absorbance at 490 nm was measured using a microplate reader (Victor Nivo 5S, Finland).

### RNA-IP (RIP)/RIP-PCR/RIP-qPCR

RIP was performed according to the RIP-Assay Kit (MBL, Japan) protocol. Briefly, 1 × 10^7^ cells per sample were detached from the culture dish by scraping and then collected. The Protein G magnetic beads (Thermo Scientific 88847) were immobilized with primary antibodies including anti-Hnrnpk (Bethyl A300-676A-1) and anti-rabbit IgG (Abcam 6702). After lysis, 10 μl of lysate was saved as input, and the residue cell lysate supernatant was transferred to the tube containing antibody-immobilized Protein G magnetic beads, followed by incubation of the tube with rotation for 3 h at 4 °C. After the fourth wash of the bead-RNP complex, 100 μl of the mixture was saved to check the quality by WB, and the residue mixture was used for extracting RNA. Then, the cDNA was synthesized with a Prime-Script RT reagent kit (TaKaRa) according to the manufacturer’s protocol. A PCR was performed to detect the binding between Hnrnpk and mRNA, and the qPCR was performed for quantified comparison. The 2^−ΔΔCt^ method was used to calculate the relative binding levels, and the corresponding input served as the control for normalization.

### Statistical analysis

Quantification was done in at least three independent experimental groups. The analysis of all statistics was carried out using SPSS v13. A two-tailed Student’s *t*-test was used between two groups to determine the significance, while a one-way ANOVA with Tukey’s post hoc test was used to compare differences between multiple groups. In all cases, a *p*-value < 0.05 was considered significant, and the results were presented as mean ± standard deviation (SD).

## Results

### Hnrnpk is required for normal growth plate development and its ablation in chondrocytes leads to dwarfism

First, we detected the expression of Hnrnpk in developing long bone during the process of embryonic growth plate development using consecutive humerus sections. At E13.5, Hnrnpk was mainly expressed in cartilage primordia coincident with the expression of SRY-box transcription factor 9 (Sox9), and some scattered signals were also detected in adjacent soft tissue (Supplementary Fig. S1A). At E15.5, when the primary ossification center (POC) was formatted, Hnrnpk was widely expressed in the long bone, ossification center, and adjacent soft tissue (Supplementary Fig. S1B). At E18.5, we detected a similar pattern as at E15.5, while Hnrnpk was partially expressed in proliferating chondrocytes, different from the entire expression in the resting and hypertrophic zones (Supplementary Fig. S1C). Taken together, Hnrnpk was widely expressed in developing long bones, suggesting it might possess a regulatory function in bone growth.

To explore the function of Hnrnpk in bone growth, we constructed the *floxed-Hnrnpk* by inserting two *loxP* sites composing exons 4–7 and ablated Hnrnpk in chondrocytes via mating *Hnrnpk*^*fl/fl*^ with *Col2a1-Cre* mice [27] (Fig. 1A, Supplementary Fig. S1D). Using protein extracted from the growth plate cartilage of E15.5 *Col2a1-Cre;Hnrnpk*^*fl/fl*^ (conditional knockout, CKO) mice, a WB confirmed the effective knockout of Hnrnpk compared with *Hnrnpk*^*fl/fl*^ (wild type, WT) (Supplementary Fig. S1E). Immunostaining using anti-Hnrnpk with the E15.5 CKO humerus also confirmed the specific ablation of Hnrnpk in the growth plate (Supplementary Fig. S1F). The CKO mice died soon after delivery because of suffocation. We sacrificed the pregnant mice at E18.5 and observed that the CKO embryos exhibited severe dwarfism, manifesting shortened limbs and spine, compressed vertebrae, and the constriction of the thoracic cavity, which resulted in the suffocation (Fig. 1B). Whole-mount skeletal preparation showed the significantly shortened length of the long bone and decreased height of the vertebrae (Fig. 1B). However, there was no significant difference between the WT and CKO embryos according to appearance and skeletal preparation at E15.5 (Supplementary Fig. S2A). Therefore, the dwarfism caused by ablating Hnrnpk indicated that Hnrnpk was required during bone growth.

To depict the changes in the Hnrnpk null growth plate, we isolated the tibia of E18.5 WT and CKO embryos and observed the structure of the growth plate. The histological characteristics of the CKO embryos exhibited shortened growth plate, hypocellularity, and disordered arrangement of the three layers (Fig. 1C). Specifically, there were some atypical chondrocytes existing in the center of the resting zone and proliferating zone (Fig. 1C, black arrow). The atypical chondrocytes were eccentrically swollen, composed of a significantly increased cytoplasm to nucleus ratio. In the growth plate of CKO embryos, the distribution of hypertrophic cells became sparse, and the range of hypertrophic zone became wider while the range of the proliferating zone became narrower (Fig. 1C, D). Similar changes were also observed in the CKO vertebrae with a delayed formation of the ossification center (Fig. 1E). Significantly increased bone mass in the CKO embryos was detected using von Kassa staining (Fig. 1F) and the Toluidine blue staining (Fig. 1G). However, there was no significant histological change detected, except the delayed formation of POC in the E15.5 CKO embryos (Supplementary Fig. S2B, black arrow). Overall, the Hnrnpk null growth plate exhibited a disordered arrangement, manifesting in a decreased range of resting and proliferating zones, crammed with atypical chondrocytes, increased range of hypertrophic zone, and osteosclerosis.

### Ablation of Hnrnpk results in the damaged survival and premature differentiation of growth plate chondrocytes

Growth plate chondrocytes experience proliferation and differentiation during development, and their disorder results in the malfunction of the growth plate. Sox9 was originally expressed in the normal resting and proliferating zones, but the ratio of Sox9-positive cells decreased in the E18.5 CKO embryos (Fig. 2A). Interestingly, the atypical chondrocytes manifested Sox9-negative (Fig. 2A, white round). Coincident with the increase of the hypertrophic zone, the Collagen X, type 1 (Col10a1) positive range expanded longitudinally significantly in the E18.5 CKO embryos (Fig. 2B). The marker of early-hypertrophic chondrocytes Runx family transcription factor 2 (Runx2) showed no significant difference between the WT and CKO embryos (Fig. 2C), while the indicator of late-hypertrophic chondrocytes Matrix metallopeptidase 13 (Mmp13) increased significantly in the E18.5 CKO embryos (Fig. 2D), indicating the premature differentiation of chondrocytes. qPCR and WB were exerted using RNA and protein extracted from the E18.5 growth plate cartilage, and the results showed decreased expression of Sox9 and increased expression of Mmp13, Col10a1, and Indian hedgehog (Ihh) in the CKO embryos (Fig. 2E, F), similar to immunostaining. Then, the BrdU assay and TUNEL assay were exerted, and the depressed proliferation (Fig. 2G) and excessive apoptosis were detected (Fig. 2H) in the E18.5 CKO embryos. The upregulation of p21 and BCL2 associated X (Bax) and downregulation of Proliferating cell nuclear antigen (Pcna) in the E18.5 CKO growth plate cartilage also indicated the restriction of the cell cycle and increased apoptosis (Fig. 2I, J). Concordant with the increased osteogenesis, the expression of early osteoblast marker Sp7 was markedly increased in CKO bone marrow and perichondrium, which also expressed Col2a1, in the E18.5 CKO embryos (Fig. 2K). However, the indicator of the vessel endothelial cells CD31 showed no significant difference between the WT and CKO embryos (Fig. 2L). At E15.5, the above indicators showed no difference except the decreased signal of Mmp13 in the CKO embryos, suggesting the delayed formation of POC (Supplementary Fig. S2C–F). Taken together, our data showed that ablating Hnrnpk resulted in the damaged survival and premature differentiation of chondrocytes.

**Fig. 2:**
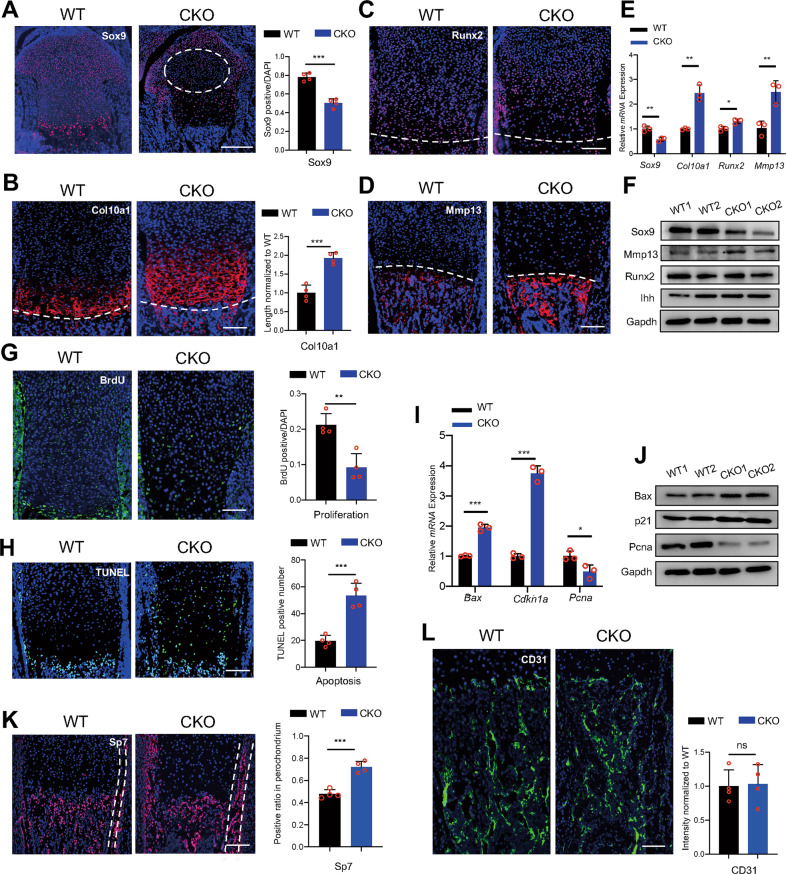
Loss of Hnrnpk results in damaged survival and premature differentiation of growth plate chondrocytes. **A** Immunostaining of Sox9 of tibia of E18.5 WT and CKO embryos (left panel) and the quantification of Sox9 positive cells (right panel). Dotted circle: region contained atypical chondrocytes. *n* = 4 biological replicates. Scale bar: 100 μm. **B** Immunostaining of Col10a1 of tibia of E18.5 WT and CKO embryos (left panel) and measurement of Col10a1 positive range (right panel). Dotted lines: boundary between hypertrophic zone and POC. *n* = 4 biological replicates. Scale bar: 100 μm. **C**, **D** Immunostaining of Runx2 (**C**) and Mmp13 (**D**) of tibia of E18.5 WT and CKO embryos. Dotted lines: boundary between hypertrophic zone and POC. Scale bar: 100 μm. **E** mRNA expression level of *Sox9*, *Col10a1*, *Mmp13*, and *Runx2* of E18.5 WT and CKO growth plate cartilage. *n* = 3 biological replicates. **F** Protein level of Sox9, Mmp13, Runx2, and Ihh of E18.5 WT and CKO growth plate cartilage. **G**, **H** BrdU assay (**G**) and TUNEL assay (**H**) of tibia of E18.5 WT and CKO embryos (left panel) and the quantification of BrdU and TUNEL positive cells (right panel). *n* = 4 biological replicates. Scale bar: 100 μm. **I** mRNA expression level of *Bax*, *Cdkn1a*, and *Pcna* of E18.5 WT and CKO growth plate cartilage. *n* = 3 biological replicates. **J** Protein level of Bax, p21, and Pcna of E18.5 WT and CKO growth plate cartilage. **K**, **L** Immunostaining of Sp7 (**K**) and CD31 (**L**) in POC of tibia from E18.5 WT and CKO embryos (left panel) and the quantification of Sp7 and CD31 staining (right panel). Dotted lines: perichondrium. *n* = 4 biological replicates. Scale bar: 100 μm. *p*-value was calculated by two-tailed unpaired Student’s *t*-test. Data were shown as mean ± SD. *p < 0.05; **p < 0.01; ***p < 0.001; ns: not significant.

### Osteosclerosis in CKO mice results from the enhanced transdifferentiation of hypertrophic chondrocytes

A previous study had proved that some of the late-hypertrophic chondrocytes died while the others transdifferentiated into osteoblasts in the bone marrow [28]. To study whether the osteosclerosis in the E18.5 CKO mice resulted from enhanced transdifferentiation of hypertrophic chondrocytes, we knocked out Hnrnpk in the hypertrophic chondrocytes using *Col10a1-Cre* [29, 30]. The *Col10a1-Cre;Hnrnpk*^*fl/fl*^ (cCKO) mice were born normally in Mendelian law. There was no significant abnormality, including the limb length and height, between the WT and cCKO mice at P0 or P7 (Fig. 3A, B, Supplementary Fig. S3A). The H&E staining showed no difference between the WT and cCKO mice at E16.5, P0, and P7, except the slightly increased range of the hypertrophic zone at P7 cCKO mice (Supplementary Fig. S3B). However, increased bone mass was detected in the P7 cCKO mice (Fig. 3C, red arrow). Though there was no significant change in bone mass between the P0 WT and cCKO mice, the expression of Sp7 increased significantly in the metaphysis, without change in the number or function of osteoclasts in the P0 cCKO mice (Fig. 3D, Supplementary Fig. S3C). To illustrate whether the increased quantity of osteoblasts was due to the enhanced transdifferentiation of hypertrophic chondrocytes lacking Hnrnpk, we traced the hypertrophic chondrocytes by mating cCKO mice with *Rosa26-tdTomato* mice. The number of Sp7-positive cells increased (Fig. 3E), as well as the number and ratio of Sp7-tdTomato double-positive cells in the P0 *Col10a1-Cre;Hnrnpk*^*fl/fl*^*;Rosa26-tdTomato* mice versus the *Col10a1-Cre;Rosa26-tdTomato* mice (~42.9% vs ~30.2%) (Fig. 3F). The 1- and 2-month-old cCKO mice exhibited slightly increased bone mass though not statistically different (Supplementary Fig. S3D), which might be due to the fact that a considerable portion of osteoblasts originated from the periosteum and bone marrow mesenchymal cells rather than the growth plate in the juvenile stage [31, 32]. Thus, our data indicated that knocking out Hnrnpk in hypertrophic chondrocytes resulted in enhanced transdifferentiation and then increased bone mass.

**Fig. 3:**
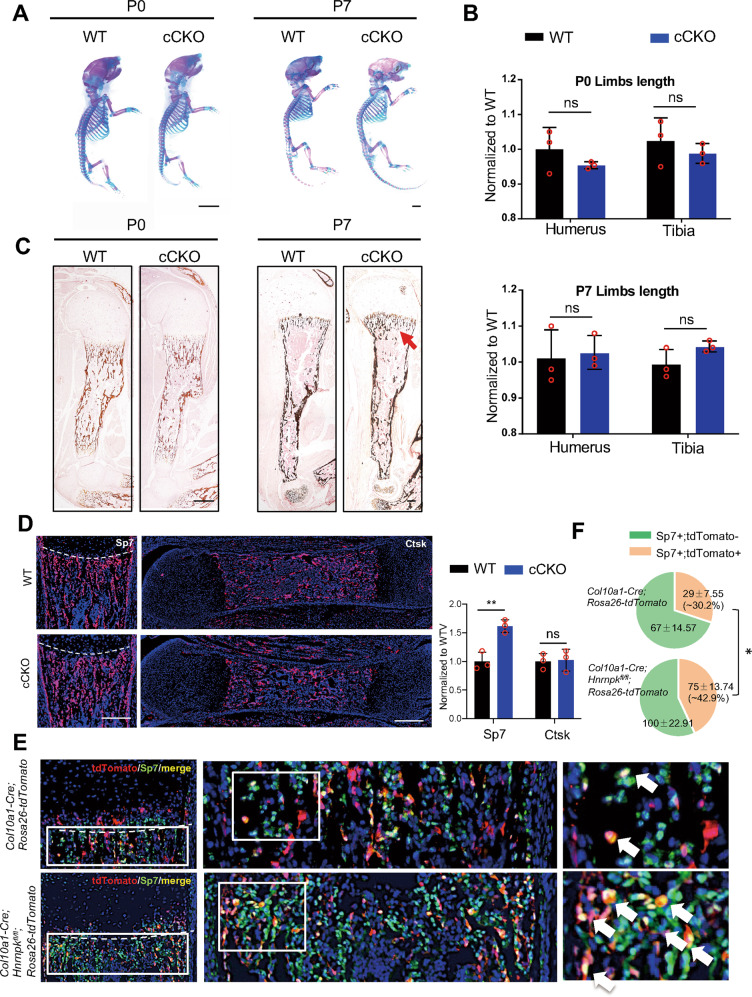
Ablating Hnrnpk in hypertrophic chondrocytes results in enhanced transdifferentiation potential. **A** Skeletal preparation of P0 (left panel) and P7 (right panel) WT and cCKO mice. Scale bar: 1 mm. **B** Quantification of limb length of P0 (top) and P7 (bottom) WT and cCKO mice. *n* = 3 biological replicates. **C** von Kassa staining of humerus of P0 and P7 WT and cCKO mice. Red arrow: excessive mineral bone in cCKO mice. Scale bar: 100 μm. **D** Immunostaining of Sp7 (left panel) and Cathepsin K (Ctsk) (right panel) of femur of P0 WT and cCKO mice (left panel) and the quantification of Sp7 and Ctsk positive cells (right panel). Dotted lines: boundary between hypertrophic zone and POC. *n* = 3 biological replicates. Scale bar: 100 μm. **E** Immunostaining of Sp7 of P0 *Col10a1-Cre;Rosa26-tdTomato* and *Col10a1-Cre;Hnrnpk*^*fl/fl*^*;Rosa26-tdTomato*. White boxes: magnification of metaphysis. White arrow: tdTomato and Sp7 double-positive cells. Scale bar: 100 μm. **F** Total quantity and ratio of single positive cells and double-positive cells in (**E**) of P0 WT and cCKO mice. Statistical analysis was exerted upon a ratio of double-positive cells between WT and cCKO mice. *n* = 3 biological replicates. *p*-value was calculated by two-tailed unpaired Student’s *t*-test. Data were shown as mean ± SD. *p < 0.05; **p < 0.01; ns: not significant.

### Hnrnpk deficiency elevates the activity of Hif-1 signaling pathway via regulating *Hif1a* mRNA

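Growth plate cartilage of embryos at embryonic day 18.5 (E18.5) was sequenced as 6 libraries. The 3 libraries labelled CKO came from Col2a1-Cre;Hnrnpk fl/fl embryos, in which Cre recombinase made in chondrocytes removes the loxP-flanked exons of Hnrnpk, and the 3 libraries labelled WT came from Hnrnpk fl/fl embryos. The libraries were made with a stranded mRNA kit. For each of 15803 genes and each library, the authors deposited CPM, the number of reads on a gene scaled to a library total of 1000000 reads on all listed genes. The paper's text does not name the aligner, the read counter, the genome build or the annotation behind these values. Every value (100%) was a whole multiple of the value of 1 read in its library, so the reads themselves were recovered. They summed to 1379674, 1332542 and 1183743 in the libraries labelled WT 1, 2 and 3 (median 1332542) and to 1454094, 1385468 and 1153871 in the libraries labelled CKO 1, 2 and 3 (median 1385468). At this depth 1 read was worth between 0.688 and 0.867 CPM. A gene with 3 reads or fewer in a library was treated as at the floor of detection, which lay between 2.06 and 2.60 CPM. Such floors cover counting error only, because reads without molecular identifiers are not independent molecules. The 12155 genes with a mean of at least 1 CPM over the 6 libraries were tested with limma on log2(CPM + 1), and p-values were adjusted over these genes by the Benjamini-Hochberg method. A log2 fold change on this scale understates the change of genes with few reads. Hnrnpk (ENSMUSG00000021546) is a protein-coding gene on the minus strand of chromosome 13 of GRCm38, from 58391142 to 58403343. Its level was 842 CPM in WT 1, 955 CPM in WT 2 and 944 CPM in WT 3, and 759 CPM in CKO 1, 949.9 CPM in CKO 2 and 780.0 CPM in CKO 3. The ranges of the genotypes overlapped, and the log2 fold change was -0.14 (standard error 0.15, limma's adjusted p = 0.622). These values cover the whole gene, and reads on the loxP-flanked exons alone were not analysed here. The annotation also holds 2 near-identical copies of Hnrnpk, with at least 90% identity over at least 300 bp, which could share its reads. Because the Hnrnpk values do not separate the genotypes, the libraries are called by their labels, and the direction of each difference rests on those labels.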

To reveal the mechanism of the functional change of the Hnrnpk null growth plate, we isolated the growth plate cartilage of the E18.5 WT and CKO embryos and exerted RNA-sequencing (RNA-seq). The genes upregulated >2 folds and downregulated >2 folds whose *p-*value < 0.05 were deemed to be significantly differentially expressed. 

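By this criterion, a log2 fold change above 1 or below -1 with an unadjusted p under 0.05 from limma, 1264 of the 12155 genes tested were differentially expressed between the libraries labelled CKO and WT. Of these, 644 were higher and 620 were lower in the libraries labelled CKO. With limma's adjusted p under 0.05 in place of the unadjusted p, 272 genes were higher and 234 were lower. The values of the genotypes did not overlap in 1123 of the 1264 genes, nor in any of the 506 genes past the adjusted threshold. Among all genes tested 27.7% (3366) did not overlap, where chance gives 10% for 3 libraries against 3. The counts depended on single libraries. Without the library labelled CKO 2, 397 genes were higher and 402 were lower past the adjusted threshold. That fit rests on CKO 1 and CKO 3, which lay closer than any other pair and could come from the same RNA sample. Its p-values could then be too small. Without CKO 3, 116 genes were higher, and without WT 2, 76 were lower. The alternative that moved the counts of the criterion most was edgeR's quasi-likelihood test on genes with at least 10 recovered reads in every library, chosen after the data were seen, which covered 6021 genes and gave 201 higher and 256 lower. With edgeR's own filter, the same test covered 7704 genes, of which 248 were higher and 249 were lower past its adjusted threshold. It called 432 of the 445 adjusted limma calls that it could test. The largest increases among genes past the adjusted threshold whose libraries did not overlap were those of Slurp1, M1ap, Klk10, Sbsn and a gene without a name. Slurp1 was at least 10.3-fold and the unnamed gene at least 6.37-fold higher in the libraries labelled CKO, since both were at the floor in every library labelled WT. M1ap rose by 3.91 on the log2 scale (standard error 0.61, limma's adjusted p = 0.00597), from 9 reads in all libraries labelled WT to 192 in all libraries labelled CKO. The largest decreases were those of Pcp4, Matn1, Ucma, Comp and Col9a3.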

Compared to the WT groups, the genes relative to the cartilage matrix including *Matrilin1* (*Matn1*), *Cartilage oligomeric matrix protein* (*Comp*), and *Upper zone of growth plate and cartilage matrix associated* (*Ucma*) were downregulated most significantly in the CKO groups (Fig. 4A). 

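Comp, Matn1 and Ucma held the first, the second and the fifth place by p-value among the genes lower in the libraries labelled CKO. Matn1 (ENSMUSG00000040533; GRCm38 chromosome 4, 130944385 to 130955475) fell from 6841 ± 859 CPM (SD, n = 3) in WT to 515 ± 139 CPM (SD, n = 3) in CKO. Its log2 fold change was -3.76 (standard error 0.21, limma's adjusted p = 2.26e-05). Comp (ENSMUSG00000031849; chromosome 8, 70373558 to 70382066) fell from 1568 ± 285 CPM to 183 ± 16.0 CPM, a log2 fold change of -3.08 (standard error 0.17, limma's adjusted p = 2.26e-05). Ucma (ENSMUSG00000026668; chromosome 2, 4976122 to 4985748) varied more between the libraries labelled WT, at 1479 ± 645 CPM against 139 ± 12.8 CPM in CKO, and had a log2 fold change of -3.33 (standard error 0.25, limma's adjusted p = 1.22e-04). For each of these genes every library labelled CKO lay below every library labelled WT, which gives an exact two-sided permutation p = 0.1, the smallest that 3 libraries against 3 allow. With each library left out in turn, the log2 fold change stayed between -3.91 and -3.52 for Matn1, between -3.23 and -2.97 for Comp and between -3.52 and -2.99 for Ucma. The other genes labelled on the left of Fig. 4A were collagen genes and Pcp4. The log2 fold changes were -2.5 for Col9a1, -2.57 for Col9a2, -3.08 for Col9a3 and -2.90 for Col11a2, with limma's adjusted p between 3.58e-04 and 0.00412. Pcp4 had 81 reads over the libraries labelled WT and 1 read over those labelled CKO, and was at least 8.96-fold lower. Of the other genes shown in Fig. 4B, Pycr1 had a log2 fold change of -2.70, Angptl6 of -2.75 and Cnmd of -2.68, each past the adjusted threshold and without overlap between genotypes.

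**Figure D1:**
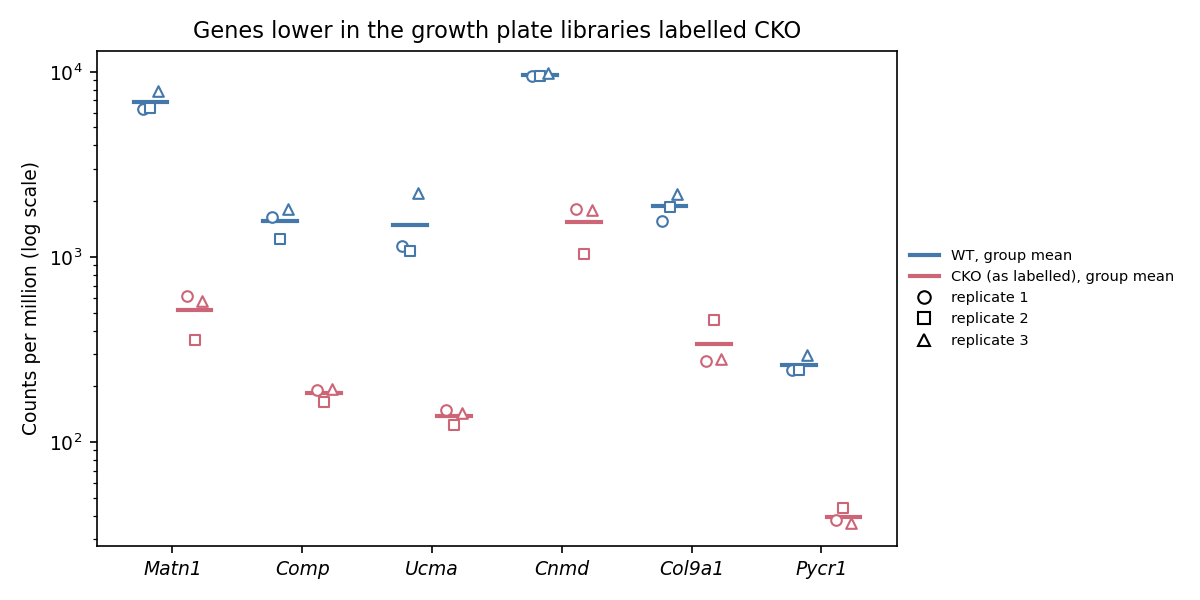
CPM (log scale) of 6 genes in the growth plate libraries labelled WT and CKO. Each symbol is one library, with its shape giving the replicate number, and the horizontal line is the mean of the 3 libraries of a genotype. For each gene the 3 libraries labelled CKO lie below the 3 libraries labelled WT.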

A qPCR was exerted using the E18.5 growth plate cartilage to confirm the changes in the Hnrnpk null growth plate (Fig. 4B). However, the genes relative to osteogenesis including *Secreted phosphoprotein 1* (*Spp1*), *Mmp13* were significantly upregulated (Fig. 4A). 

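Spp1 (ENSMUSG00000029304; GRCm38 chromosome 5, 104435118 to 104441050) was at 1967 ± 1561 CPM (SD, n = 3) in the libraries labelled WT and at 11679 ± 496 CPM (SD, n = 3) in those labelled CKO. The wide spread in WT came from WT 3 at 3769 CPM, against 1037 CPM in WT 1 and 1095 CPM in WT 2. The log2 fold change of Spp1 was 2.84 (standard error 0.40, limma's adjusted p = 0.00403), and it stayed between 2.52 and 3.45 with each library left out in turn. Mmp13 (ENSMUSG00000050578; chromosome 9, 7272514 to 7283331) had 257, 260.4 and 650.5 CPM in WT 1, 2 and 3 and 2155, 377 and 2301 CPM in CKO 1, 2 and 3, so that CKO 2 lay within the WT range. Its log2 fold change of 1.81 (standard error 0.61) met the criterion of the paper with an unadjusted p = 0.0139 but did not pass the adjusted threshold (limma's adjusted p = 0.118). Without CKO 2 the log2 fold change of Mmp13 was 2.66 (limma's adjusted p = 9.29e-04), and over all alternatives the adjusted p ranged from 9.29e-04 to 0.325. Fits without CKO 2 rest on the close pair CKO 1 and CKO 3, so their p-values could be too small. Lists of genes were written before the data were examined. In the list for osteogenesis, 14 genes were tested, of which 8 were higher and 6 were lower in the libraries labelled CKO, with a median log2 fold change of 0.26 (camera's adjusted p = 0.793). The median was 0.056 with 1 gene at the floor in a single genotype set at its bound and 1 at the floor in both left out. Spp1 and Mmp13 were among its 4 genes that rose past the criterion, against 0.742 from chance (one-sided Fisher's exact test, adjusted p = 0.0230). This overlap passed its threshold in 11 of 18 alternatives and held 1 gene without CKO 1 and 1 gene without CKO 3 (adjusted p over the alternatives from 2.11e-04 to 0.956). Across the list 2 genes passed the adjusted threshold over all genes and 4 when adjusted over the list alone. Without CKO 2, camera's adjusted p for the list was 0.0325, and it ranged up to 1.00 over the alternatives, with the list lower without CKO 1 and without CKO 3.

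**Figure D2:**
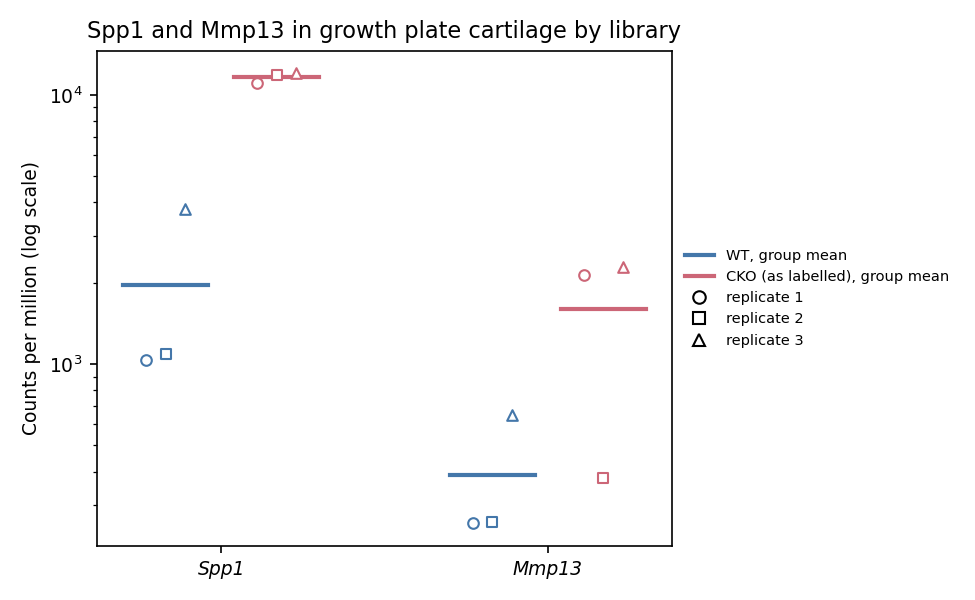
CPM (log scale) of Spp1 and Mmp13 in each library, with the shape giving the replicate number and the horizontal line giving the mean of the 3 libraries of a genotype. The 3 libraries labelled CKO lie above those labelled WT for Spp1, while for Mmp13 the library labelled CKO 2 lies at 377 CPM, between WT 2 and WT 3.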

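The Gene Ontology annotation used by the paper was not used here, and a list of 26 genes of the cartilage matrix was tested in its place. It holds 7 of the genes labelled in Fig. 4A. In the libraries labelled CKO 24 of the 26 genes were lower, with a median log2 fold change of -1.53 (camera with its preset correlation of 0.01, adjusted p = 6.69e-19 over 18 lists). The criterion of the paper was met by 19 lower genes of the list, where 1.33 would be drawn by chance from the 620 lower genes among the 12155 tested (one-sided Fisher's exact test, adjusted p = 1.81e-18). Over all genes 16 of the 26 passed limma's adjusted threshold, and 23 did when adjusted over the list alone. The main fibrillar collagen gene of cartilage, Col2a1, had a log2 fold change of -1.03 (standard error 0.19, limma's adjusted p = 0.0119), and the aggrecan gene Acan one of -1.5 (standard error 0.25, limma's adjusted p = 0.00859). Cytl1 was the gene of the list that rose most, by 1.5 on the log2 scale (limma's adjusted p = 0.0712), and CKO 2 held 233 of its reads against 69 in CKO 1 and 52 in CKO 3. Col2a1, Acan and Cytl1 were chosen after their values were seen. Of the 8 lists that camera called, 5 were also called by the rotation test fry and 1 by camera with a correlation estimated from the data. The cartilage matrix list was called by fry (adjusted p = 0.00605) but not with the estimated correlation of 0.266 (adjusted p = 0.122). Over the alternatives its adjusted p ranged from 1.99e-47 to 0.122, with the list lower in each of the 16.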

Then, the differentially expressed genes were subjected to Gene Ontology (GO) enrichment analysis, and the downregulated genes in CKO groups were enriched for items including collagen fibril organization, cartilage development, and bone development (Fig. 4C). 

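The KEGG annotation behind Fig. 4D was not used here, and a list of 93 genes of the Hif-1 signaling pathway, compiled by hand, took its place. Of its 84 tested genes, 43 were higher and 41 lower in the libraries labelled CKO, with a median log2 fold change of 0.010 (camera's adjusted p = 0.869, fry's adjusted p = 0.843). The median was 0.0036 with genes at the floor in a single genotype set at their bound and those at the floor in both left out. The criterion of the paper was met by 7 genes that were higher, against 4.45 from chance (one-sided Fisher's exact test, p = 0.157, adjusted p = 0.403). Timp1, Hmox1, Cdkn1a and Egfr were among them, and all 7 also passed limma's adjusted threshold, where chance gives 1.88 (one-sided Fisher's exact test, p = 0.00272, adjusted p = 0.0122). Of the list, 15 genes are shown in Fig. 5A, and 6 of these 7 are among them, so the overlap is not independent of the genes that the paper shows. In the other direction the criterion was met by 10 genes, against 4.28 from chance (one-sided Fisher's exact test, p = 0.0102, adjusted p = 0.0458), of which Cdkn1b, Mknk1, Pdk1 and Aldoc passed the adjusted threshold. The overlap with higher genes passed its threshold in 3 of 18 alternatives (adjusted p from 0.0122 to 0.491). That with lower genes did so in 2 of 18, no filter and TMM scaling (adjusted p from 0.0289 to 0.838). Over the list 11 genes passed the adjusted threshold over all genes tested and 11 when adjusted over the list alone. Pdk1, which encodes a pyruvate dehydrogenase kinase, had a log2 fold change of -2.28 (standard error 0.45, limma's adjusted p = 0.0185) from 40 reads in all libraries labelled WT and 6 in all labelled CKO. It no longer passed the adjusted threshold in 5 of the 6 fits that each left out one library. Trf, Tfrc and Egfr lost the call in 5, 4 and 4 of them. Hif1a itself (ENSMUSG00000021109; GRCm38 chromosome 12, 73901375 to 73947530) was at 19.6, 19.5 and 26.2 CPM in WT 1, 2 and 3 and at 13.8, 13.7 and 15.6 CPM in CKO 1, 2 and 3. Its log2 fold change was -0.56 (standard error 0.26, limma's adjusted p = 0.253), from between 18 and 31 reads per library, and no near-identical copy of it is annotated.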

The upregulated genes in the CKO groups were subjected to Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis and the result showed that the Hif-1 signaling pathway was significantly enriched (Fig. 4D). The Hif-1 signaling pathway mainly depended on the transcription factor Hif1, and its subunit Hif1α was hypoxia sensitive and essential for growth plate development [33]. The upregulation of Hif1α in the E18.5 CKO embryos was detected (Fig. 4E), as well as in the *Hnrnpk*^*fl/fl*^ chondrocytes infected with *Ad-Cre*, especially under hypoxic condition (1% oxygen) (Fig. 4E). Concordant with the increased expression of Hif1α, the luciferase activity of the Hif1 reaction element (HRE) [34] also elevated significantly in *Hnrnpk*^*fl/fl*^ chondrocytes infected with *Ad-Cre*, especially under hypoxic condition (Fig. 4E). Thus, the elevated Hif-1 signaling pathway activity in the Hnrnpk null chondrocytes was due to the increased expression of Hif1α.

**Fig. 4:**
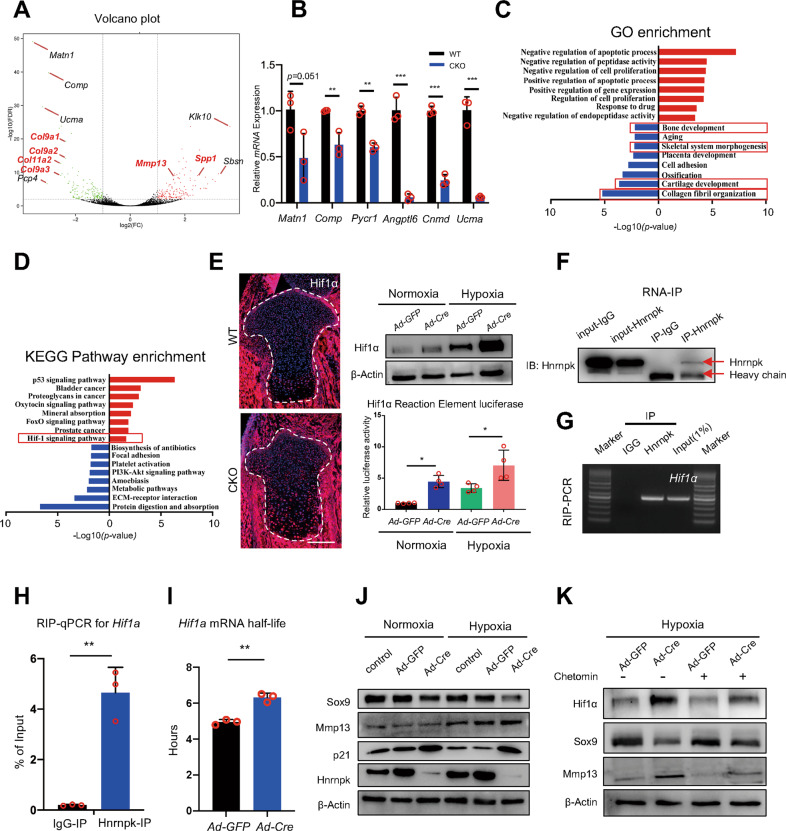
Elevated activity of Hif-1 signaling pathway in CKO growth plate chondrocytes. **A** Volcano plot of RNA-seq. **B** mRNA expression level of significantly downregulated genes (*Matn1*, *Comp*, *Pycr1*, *Angptl6*, *Cnmd*, and *Ucma*) in E18.5 CKO growth plate cartilage compared to WT. *n* = 3 biological replicates. **C**, **D** GO enrichment analysis (**C**) and KEGG pathway enrichment analysis (**D**) of up- and down-regulated genes (Log_2_FC > 1 or < -1, *p-*value < 0.05) according to RNA-seq results. Red boxes: items we focus on. **E** The expression of Hif1α of tibia of E18.5 WT and CKO embryos (left panel), and protein level of Hif1α (right panel, top) and the luciferase activity (right panel, bottom) of *Hnrnpk*^*fl/fl*^ chondrocytes infected with *Ad-GFP* or *Ad-Cre* under normoxic or hypoxic conditions. *n* = 4 biological replicates. Scale bar: 100 μm. **F** Hnrnpk protein level of supernatant immunoprecipitated with antibodies of Hnrnpk or IgG. **G**, **H** RIP-PCR (**G**) and RIP-qPCR (**H**) were used to determine the level of binding between Hnrnpk and *Hif1a* mRNA. IgG IP was used as a specificity control. *n* = 3 biological replicates. **I** Half-life of *Hif1a* mRNA of *Hnrnpk*^*fl/fl*^ chondrocytes infected with *Ad-GFP* or *Ad-Cre*. *n* = 3 biological replicates. **J** Protein level of Sox9, Mmp13, p21, and Hnrnpk of *Hnrnpk*^*fl/fl*^ chondrocytes infected with *Ad-GFP* or *Ad-Cre* under normoxic or hypoxic conditions. **K** Protein level of Hif1α, Sox9, and Mmp13 in *Hnrnpk*^*fl/fl*^ chondrocytes treated with DMSO or Chetomin after being infected with *Ad-GFP* or *Ad-Cre* under hypoxic condition. *p*-value was calculated by one-way ANOVA followed by Tukey’s multiple comparisons tests (**E**) or two-tailed unpaired Student’s *t*-test (**B**, **H**, **I**). Data were shown as mean ± SD. *p < 0.05; **p < 0.01; ***p < 0.001.

Hnrnpk possessed the capacity to bind RNA and regulates its stability [16]. To explore whether Hnrnpk regulated the stability of *Hif1a* mRNA, we exerted RNA immunoprecipitation (RNA-IP, RIP) using primary chondrocytes and confirmed the efficiency of immunoprecipitation (Fig. 4F). Then, the RIP-PCR and RIP-qPCR confirmed a significant binding between Hnrnpk and *Hif1a* mRNA (Fig. 4G, H). To test the stability of *Hif1a* mRNA in Hnrnpk null chondrocytes, the chondrocytes were treated with actinomycin D to determine the half-life, and the loss of Hnrnpk significantly increased the half-life of *Hif1a* mRNA (Fig. 4I). These results suggested that Hnrnpk bound to the transcript of *Hif1a* and promoted its degradation, and the loss of Hnrnpk resulted in the elevated activity of the Hif-1 signaling pathway.

To determine whether the increased Hif-1 signaling pathway activity resulted in the functional change of Hnrnpk null chondrocytes, *Hnrnpk*^*fl/fl*^ chondrocytes were infected with *Ad-Cre* and cultured under hypoxic condition to activate the Hif-1 signaling pathway. No significant difference of Sox9 and Mmp13 under normoxic condition (20% oxygen) was detected between the *Hnrnpk*^*fl/fl*^ chondrocytes infected with *Ad-GFP* and *Ad-Cre* (Fig. 4J). However, under hypoxic condition, the decreased expression of Sox9 and increased expression of Mmp13 were detected in the Hnrnpk ablation chondrocytes (Fig. 4J). Then, the *Hnrnpk*^*fl/fl*^ chondrocytes were treated with Chetomin [35], Hif1α inhibitor, after being infected with *Ad-GFP* or *Ad-Cre* under hypoxic condition, and the decrease of Sox9 and increase of Mmp13 were significantly reversed in the Hnrnpk ablation chondrocytes (Fig. 4K). Therefore, the functional change of the chondrocytes resulted from the elevated activity of Hif-1 signaling pathway.

### Elevated activity of Hif-1 signaling pathway in Hnrnpk null chondrocytes increases the intensity of glycolysis

In growth plate development, the Hif-1 signaling pathway mainly influences angiogenesis, anaerobic metabolism, and cell proliferation [9]. Furthermore, the pattern and intensity of the glucose metabolism were more important for Hif1α to regulate the growth plate [14]. 

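The anaerobic metabolism panel of Fig. 5A shows 8 genes, and each had a positive log2 fold change in the libraries labelled CKO. Their median was 0.36, and as a list they had a camera adjusted p = 0.0467 with its preset correlation, against 0.0786 with fry and 0.418 with the estimated correlation. Because Fig. 5A shows these genes from the same libraries, the list is not independent evidence. Over the alternatives the adjusted p ranged from 0.0247 to 0.418, passing 0.05 in 7 of 16, and without WT 3 it was 0.127. None of the 8 genes met the criterion of the paper, and 0 passed limma's adjusted threshold, either over all genes or adjusted over the list alone, while 2 had an unadjusted p under 0.05. These were Eno1 and Ldha. Eno1 (ENSMUSG00000063524; GRCm38 chromosome 4, 150236721 to 150248879) was at 3479 ± 442 CPM (SD, n = 3) in WT and 4573 ± 677 CPM (SD, n = 3) in CKO, a log2 fold change of 0.39 (limma's adjusted p = 0.197). Ldha (ENSMUSG00000063229; chromosome 7, 46841475 to 46855627) was at 3399 ± 255 CPM in WT and 4414 ± 701 CPM in CKO, a log2 fold change of 0.37 (limma's adjusted p = 0.204). For both, each library labelled CKO lay above each library labelled WT. The other 6 genes had overlapping libraries, with log2 fold changes of 0.13 for Aldoa, 0.19 for Pfkl, 0.35 for Gapdh, 0.36 for Slc2a1, 0.38 for Pgk1 and 1.02 for Pfkfb1. Slc2a1, which encodes the glucose transporter Glut1, had 113 reads in CKO 2 against 52 in CKO 1 and 32 in CKO 3, and its log2 fold change was -0.086 without CKO 2. Pfkfb1 rested on 21 reads in all 6 libraries. Gapdh had only between 9 and 27 reads per library, and the annotation holds 177 near-identical copies of it that could share its reads, against 13 for Ldha, 6 for Eno1 and 4 for Pgk1. A wider list of 22 glycolysis genes had 15 genes higher and 7 lower and a median log2 fold change of 0.20 (camera's adjusted p = 0.496). Of these, 1 gene, Aldoc, passed limma's adjusted threshold over all genes and when adjusted over the list alone, with a log2 fold change of -2.26.

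**Figure D3:**
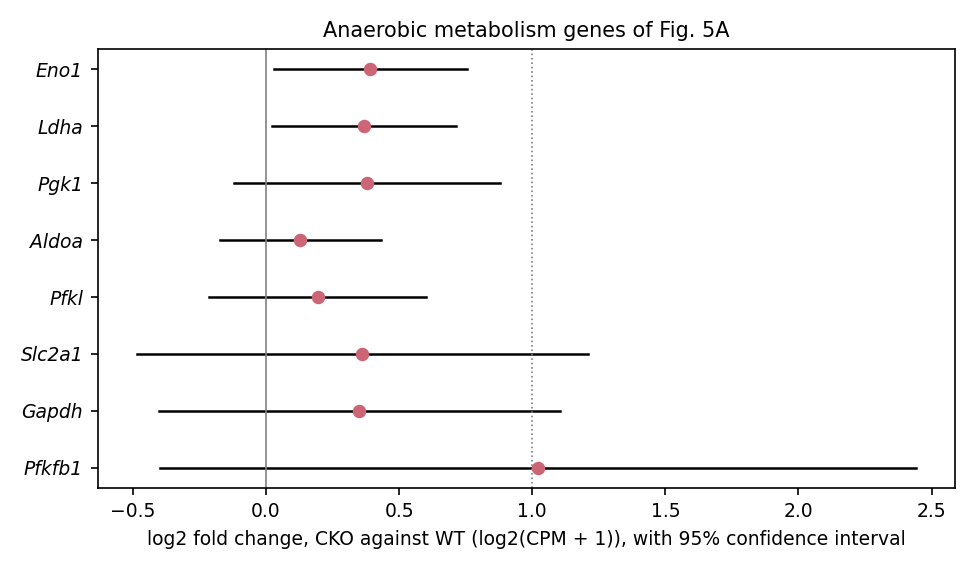
Log2 fold changes on the log2(CPM + 1) scale between the libraries labelled CKO and WT for the 8 anaerobic metabolism genes of Fig. 5A. Points are limma's estimates from 3 libraries per genotype, and bars are 95% confidence intervals, not adjusted for the number of genes. The dotted line marks the threshold of 1, and the bars of Eno1 and Ldha do not reach 0.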

We first detected the increased expression of genes involving anaerobic metabolism in CKO groups according to the RNA-seq results (Fig. 5A). We also confirmed the increase of intensity of glycolysis in the E18.5 CKO embryos, presented by the increased expression of 6-phosphofructo-2-kinase/fructose-2,6-biphosphatase 3 (Pfkfb3) and Lactate dehydrogenase A (Ldha) (Fig. 5B), which were more active in the chondrocytes [36, 37]. To confirm that the elevated level of glycolysis was due to the increased Hif1α expression rather than decreased oxygen level in vivo, we treated the *Hnrnpk*^*fl/fl*^ chondrocytes with Chetomin after being infected with *Ad-GFP* or *Ad-Cre* under hypoxic condition. The expression of glycolytic enzymes increased in the Hnrnpk ablation chondrocytes (Fig. 5C, D) but recovered after being treated with Chetomin (Fig. 5E). Then, due to the elevated expression of glycolytic enzymes, the increased production of lactate and the ratio between lactate and glucose were detected in the Hnrnpk ablation chondrocytes under hypoxic condition (Fig. 5F). Therefore, these results indicated that ablating Hnrnpk in chondrocytes increased the expression of Hif1α, and elevated Hif1α increased the expression of its downstream glycolytic enzyme and then the excessive glycolysis.

**Fig. 5:**
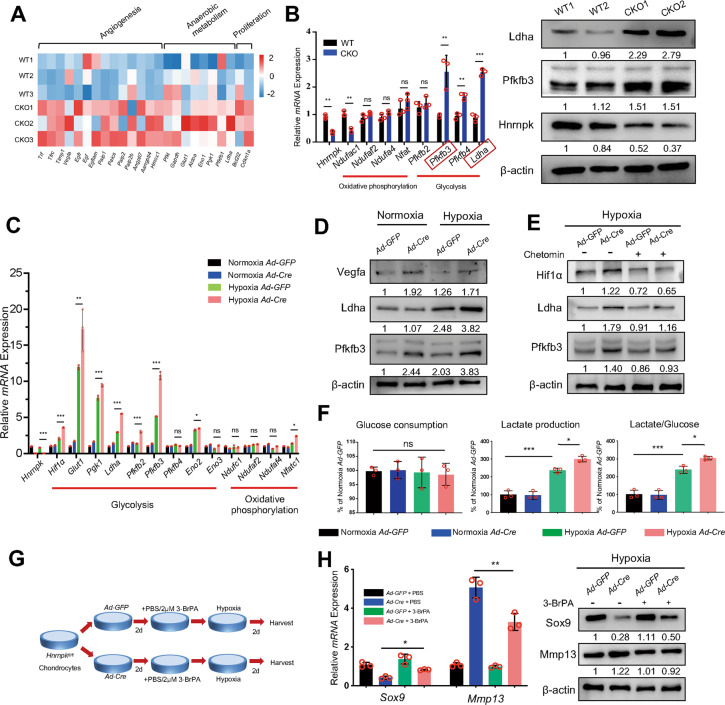
Elevated activity of Hif-1 signaling pathway in Hnrnpk null chondrocytes increases glycolytic intensity. **A** mRNA fold changes of target genes of Hif-1 signaling pathway of E18.5 CKO growth plate cartilage compared to WT according to RNA-seq results. **B** mRNA expression level of key enzymes of oxidative phosphorylation and glycolysis of E18.5 WT and CKO growth plate cartilage (left panel). Protein level of Pfkfb3 and Ldha of E18.5 WT and CKO growth plate cartilage (right panel). Red boxes: most active glycolytic enzymes in chondrocytes. *n* = 3 biological replicates. Densitometry results were expressed as fold change in protein levels compared with WT1 after normalized to β-actin. **C** mRNA expression level of key enzymes of oxidative phosphorylation and glycolysis of *Hnrnpk*^*fl/fl*^ chondrocytes infected with *Ad-GFP* or *Ad-Cre* under normoxic or hypoxic conditions. Statistical analysis was exerted between Hypoxia *Ad-GFP* and Hypoxia *Ad-Cre*. *n* = 3 biological replicates. **D** Protein level of Vegfa, Ldha, and Pfkfb3 of *Hnrnpk*^*fl/fl*^ chondrocytes infected with *Ad-GFP* or *Ad-Cre* under normoxic or hypoxic conditions. Densitometry results were expressed as fold change in protein levels compared with chondrocytes infected with *Ad-GFP* under normoxic condition after normalized to β-actin. **E** Protein level of Hif1α, Ldha, and Pfkfb3 of *Hnrnpk*^*fl/fl*^ chondrocytes treated with DMSO or Chetomin after being infected with *Ad-GFP* or *Ad-Cre* under hypoxic condition. Densitometry results were expressed as fold change in protein levels compared with chondrocytes infected with *Ad-GFP* under hypoxic condition after normalized to β-actin. **F** Glucose consumption, lactate production, and ratio of lactate/glucose of *Hnrnpk*^*fl/fl*^ chondrocytes infected with *Ad-GFP* or *Ad-Cre* under normoxia or hypoxic conditions. *n* = 3 biological replicates. **G** Diagram indicated the strategy of treating *Hnrnpk*^*fl/fl*^ chondrocytes with PBS or 3-BrPA after being infected with *Ad-GFP* or *Ad-Cre* under hypoxic condition. **H** mRNA expression level and protein level of Sox9 and Mmp13 in *Hnrnpk*^*fl/fl*^ chondrocytes treated with PBS or 3-BrPA after being infected with *Ad-GFP* or *Ad-Cre* under hypoxic condition. *n* = 3 biological replicates. Densitometry results were expressed as fold change in protein levels compared with chondrocytes infected with *Ad-GFP* under hypoxic condition after normalized to β-actin. *p*-value was calculated by one-way ANOVA followed by Tukey’s multiple comparisons tests (**C**, **F**, **H**) or two-tailed unpaired Student’s *t*-test (**B**). Data were shown as mean ± SD. *p < 0.05; **p < 0.01; ***p < 0.001; ns: not significant.

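The angiogenesis panel of Fig. 5A shows 14 genes, of which 13 could be tested and had positive log2 fold changes in the libraries labelled CKO. Their median was 1.31 (camera's adjusted p = 1.32e-07). It was 1.34 with Paip1 set at its bound and Egf, at the floor in both genotypes, left out. Egflam, the gene not tested, had 1 read in all libraries labelled WT and 3 in all labelled CKO. Of the 13 genes, 8 met the criterion of the paper, 6 passed limma's adjusted threshold over all genes and 7 when adjusted over the list alone, which is not independent evidence for genes shown from these libraries. Timp1 (ENSMUSG00000001131; GRCm38 chromosome X, 20870166 to 20874735) had the smallest p-value of all genes that were higher. It rose from 342 ± 62.2 CPM (SD, n = 3) in WT to 1699 ± 41.0 CPM (SD, n = 3) in CKO, a log2 fold change of 2.33 (standard error 0.16, limma's adjusted p = 8.23e-05). Hmox1 rose from 92.1 ± 24.6 CPM to 427 ± 58.4 CPM, a log2 fold change of 2.23 (standard error 0.22, limma's adjusted p = 6.54e-04). The log2 fold change was 1.99 for Angptl4, 1.77 for Egfr, 1.31 for Tfrc and 1.19 for Trf. Paip1 was at the floor in each library labelled WT and at least 2.57-fold higher (limma's adjusted p = 0.0609). Angptl7 had 59 reads in CKO 1, 6 in CKO 2 and 46 in CKO 3, against 7 to 9 in each library labelled WT, and its log2 fold change of 1.55 did not pass the adjusted threshold (limma's adjusted p = 0.218), though it did in 4 of 13 alternatives, among them without CKO 2, when it was 2.53. The vascular growth factor gene Vegfa had a log2 fold change of 0.26 (standard error 0.38, limma's adjusted p = 0.740) from between 8 and 21 reads per library. Paip2b, with a log2 fold change of 0.0075, changed sign under TMM scaling of the values and in the count tests. With the estimated correlation, camera's adjusted p of the list was 0.0955. In the proliferation panel, Cdkn1a, which encodes p21, rose from 393 ± 124 CPM to 1669 ± 235 CPM, a log2 fold change of 2.13 (standard error 0.24, limma's adjusted p = 0.00130), and Bcl2l2 had a log2 fold change of 0.21 (limma's adjusted p = 0.783). From the enrichment of Fig. 4D and the genes of Fig. 5A, the paper turned to Hif1α and the glycolytic enzymes. It reports that these enzymes rose in chondrocytes without Hnrnpk and recovered with the Hif1α inhibitor Chetomin, and that more lactate was made. It also reports higher Hif1α, higher activity of a Hif1 luciferase reporter, binding of Hnrnpk to Hif1a mRNA and a longer half-life of this mRNA. In CKO embryos it reports more Pfkfb3 and Ldha. From these results it reasons that elevated Hif1α raised glycolysis. Further, it reports that suppressing glycolysis with 3-BrPA partially rescued the dwarfism.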

To test whether the functional change of Hnrnpk null chondrocytes resulted from the excessive intensity of glycolysis, the *Hnrnpk*^*fl/fl*^ chondrocytes were treated with 3-Bromopyruvic acid (3-BrPA) [38], the hexokinase-II inhibitor, to suppress glycolysis after being infected with *Ad-GFP* or *Ad-Cre* under hypoxic condition (Fig. 5G). After the treatment of 3-BrPA, the decrease of Sox9 and increase of Mmp13 could be rescued in the Hnrnpk ablation chondrocytes (Fig. 5H). Therefore, the results indicated that the loss of Hnrnpk led to the excessive intensity of glycolysis and further the functional change of the chondrocytes.

### Suppressing the intensity of glycolysis in CKO embryos partially rescues the dwarfism

To test whether the excessive intensity of glycolysis detected in CKO embryos resulted in the dwarfism, we continuously injected pregnant mice with low-dosage 3-BrPA (7.5 mg/kg/d) [15, 39, 40] intraperitoneally daily (Fig. 6A). Since the CKO mice injected with 3-BrPA still died soon after delivery at P0 as the CKO mice injected with PBS, we sacrificed the pregnant mice at E18.5 to observe the rescue. First, we found that there was no difference between WT + PBS embryos and WT + 3-BrPA embryos (Fig. 6B, C), proving that low-dosage 3-BrPA had no influence on normal embryos. Then, we found that the height and limb length of CKO + 3-BrPA embryos were significantly larger than CKO + PBS embryos but still smaller than WT + PBS embryos or WT + 3-BrPA embryos (Fig. 6B, C). The range where atypical chondrocytes existed also significantly shrank in the growth plate of CKO + 3-BrPA embryos compared to CKO + PBS embryos (Fig. 6D). Compared to CKO + PBS embryos, CKO + 3-BrPA embryos exhibited increased proliferation and decreased apoptosis, and the number of Sox9 positive cells was elevated while the expression of Col10a1 and Mmp13 were also significantly decreased (Fig. 6E). Overall, these results indicated that suppressing excessive intensity of glycolysis partially rescued the dwarfism resulting from the loss of Hnrnpk in vivo.

**Fig. 6:**
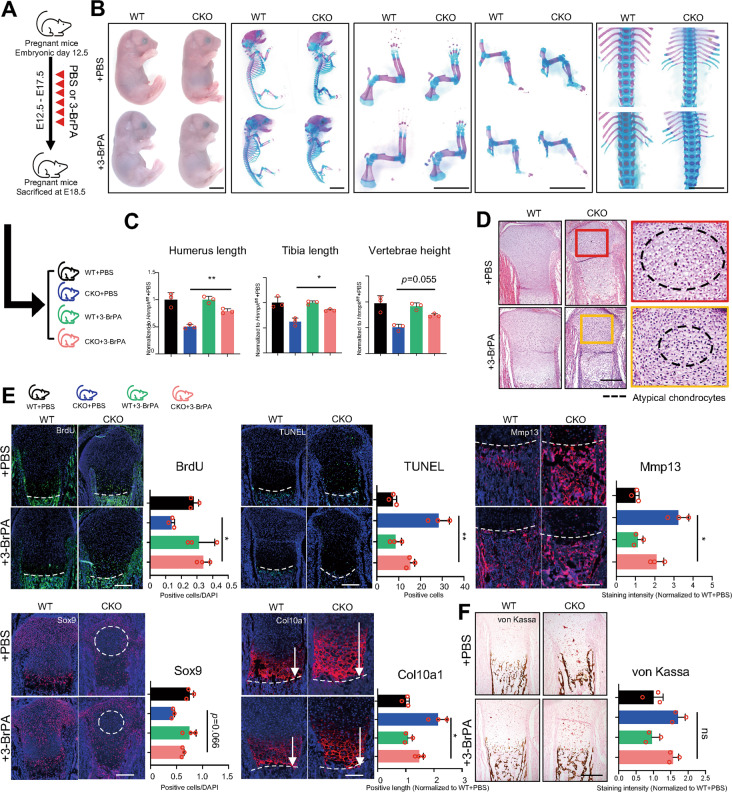
Suppressing glycolytic intensity partially rescues dwarfism phenotype in CKO embryos in vivo. **A** Diagram of strategy about intraperitoneal injection of PBS or 3-BrPA and corresponding possible offspring. **B** General inspection and skeletal preparation of E18.5 embryos delivered from pregnant mice injected with PBS or 3-BrPA. Scale bar: 1 mm. **C** Quantification of humerus length (left panel), tibia length (middle panel), and vertebrae height (right panel) according to skeletal preparation of E18.5 embryos delivered from pregnant mice injected with PBS or 3-BrPA. Statistical analysis was exerted between CKO + PBS and CKO + 3-BrPA groups. *n* = 3 biological replicates. **D** H&E staining of tibia of E18.5 embryos delivered from pregnant mice injected with PBS or 3-BrPA. Boxes: magnification of resting zone in growth plate. Dotted circles: the area where atypical chondrocytes exist. Scale bar: 100 μm. **E** Immunostaining of BrdU assay, TUNEL assay, Sox9, Col10a1, and Mmp13 of tibia of E18.5 embryos delivered from pregnant mice injected with PBS or 3-BrPA and corresponding quantitative analysis. Statistical analysis was exerted upon CKO + PBS and CKO + 3-BrPA groups. Dotted lines: boundary between hypertrophic zone and POC. Dotted circles: the area where atypical chondrocytes exist. White arrows: positive range of Col10a1. *n* = 3 biological replicates. Scale bar: 100 μm. **F** von Kassa staining of tibia of E18.5 embryos delivered from pregnant mice injected with PBS or 3-BrPA and quantitative analysis. *n* = 3 biological replicates. Scale bar: 100 μm. *p*-value was calculated by one-way ANOVA followed by Tukey’s multiple comparisons tests. Data were shown as mean ± SD. *p < 0.05; **p < 0.01; ***p < 0.001; ns: not significant.

## Discussion

The concordant proliferation and differentiation of growth plate chondrocytes are vital for endochondral ossification and the formation of long bones. Developmental abnormality of the growth plate mainly results in skeletal deformity including dwarfism, osteogenesis imperfecta, and osteoporosis [41]. In this research, for the first time, we discovered the essential role of Hnrnpk in maintaining the survival and function of chondrocytes during growth plate development, and the ablation of Hnrnpk resulted in the occurrence of dwarfism. Hnrnpk null growth plate chondrocytes exhibited damaged survival and premature differentiation. Furthermore, ablating Hnrnpk in hypertrophic chondrocytes led to enhanced transdifferentiation and increased bone mass. In terms of mechanism, Hnrnpk mediated the degradation of *Hif1a* mRNA to avoid the excessive activation of the Hif-1 signaling pathway under hypoxic condition and consequently guaranteed the appropriate intensity of glycolysis of chondrocytes. Collectively, our work highlights the regulatory role of Hnrnpk in the Hif1α-glycolysis axis during growth plate development.

In the Hnrnpk null growth plate, many disproportionately swollen chondrocytes called atypical chondrocytes were detected in the center of growth plate. Similar to our study, atypical chondrocytes have also been reported in mice lacking the von Hippel-Lindau tumor suppressor protein (pVHL) [42, 43], which was the E3 ubiquitin ligase regulating the process of proteasome degradation of Hif1α, and loss of pVHL resulted in the accumulation of Hif1α [44]. This research supported the finding that the presence of atypical chondrocytes in Hnrnpk null mice resulted from the increased expression of Hif1α. We also discovered that the atypical chondrocytes were Sox9 negative. Sox9 was an essential transcription factor maintaining the resting statues of the chondrocytes, and its downregulation promoted premature differentiation [1]. Thus, we deduced that atypical chondrocytes were one kind of premature differentiating chondrocytes.

We noticed that ablating Hnrnpk also led to osteosclerosis in POC because of the enhanced transdifferentiation from hypertrophic chondrocytes to osteoblasts. Though the osteoblasts in POC mainly originated from perichondrial osteoprogenitors [45], during the embryonic stage, about 30% of the osteoblasts originated from the hypertrophic chondrocytes of the growth plate [28, 46]. Previous research showed that the canonical Wnt signaling pathway, Iroquois homeobox-containing transcription factors IRX3, and IRX5 regulated the transdifferentiation of the hypertrophic chondrocytes, and their ablation resulted in the change of bone mass [47, 48]. However, the mechanism controlling the balance between apoptosis and transdifferentiation is not fully understood. In our study, we proved that ablating Hnrnpk contributed to the transdifferentiation of hypertrophic chondrocytes, but the osteosclerosis persisted after the phenotype was significantly rescued via suppressing excessive glycolysis (Fig. 6F), suggesting the change might not result from the Hif-1 signaling pathway. Even if the overexpression of Hif1α using *Prx1-Cre; Vhl*^*fl/fl*^ also led to the excessive trabecularization in POC, it mainly influenced the osteoblasts rather than chondrocytes [42]. Thus, the reason for the enhanced transdifferentiation in our data requires further study.

Hnrnpk is one kind of RNA binding protein, possessing the capacity of binding RNA and playing multiple roles in influencing the metabolism of RNA. In our research, for the first time, we illustrated that Hnrnpk bound to *Hif1a* mRNA and its ablation resulted in the increased half-life of *Hif1a* mRNA. Interestingly, under normoxic condition, the loss of Hnrnpk by *Ad-Cre* infection resulted in the increased expression of Pfkfb3 but not Ldha (Fig. 5D). Then, we also detected the significant binding between Hnrnpk and *Pfkfb3* mRNA (Supplementary Fig. S4A, B) and the increased half-life of *Pfkfb3* mRNA in Hnrnpk ablation chondrocytes (Supplementary Fig. S4C), suggesting that the increased expression of Pfkfb3 was partially independent of Hif1α. However, the mechanism that Hnrnpk degraded mRNA was still unknown. Previous studies proved that hnRNPK regulated the stability of mRNA via interacting with other proteins [25, 49, 50]. Because of the multifunction of hnRNPK, we hypothesized that Hnrnpk might interact with some other proteins to mediate the degradation of *Hif1a* mRNA, which was worthy of further study.

hnRNPK was proven to interact with long non-coding RNA *Lncenc1* to regulate the expression of glycolytic genes in mouse embryonic stem cells (ESCs) through the transcriptional mechanism and knocking out hnRNPK decreased the transcription of glycolytic genes [51]. In chondrocytes, we proved that Hnrnpk bound with the *Hif1a* mRNA and influenced the activity of the Hif-1 signaling pathway, then regulated the expression of glycolytic genes indirectly, and knocking out Hnrnpk elevated the intensity of the glycolysis. Glycolysis maintained the self-renewal of ESCs but helped to adapt the hypoxic condition in the growth plate chondrocytes. Thus, the intensity of the glycolysis in the chondrocytes relied more on the Hif-1 signaling pathway than in ESCs. Though we proved that Hnrnpk interacted indirectly with glycolytic genes in our study, Hnrnpk might also function as a transcription factor to regulate the expression of glycolytic genes through a transcriptional mechanism.

In conclusion (Fig. 7), our present study elucidated that Hnrnpk was vital for concordant growth plate development by maintaining the appropriate intensity of glycolysis, and its ablation resulted in the occurrence of dwarfism. Our data supported the idea that Hnrnpk might act as an important regulator for adjusting glycolysis in chondrocytes, and the results offered a new insight into the therapeutic potential of Hnrnpk in skeletal deformity or osteoarthritis.

**Fig. 7:**
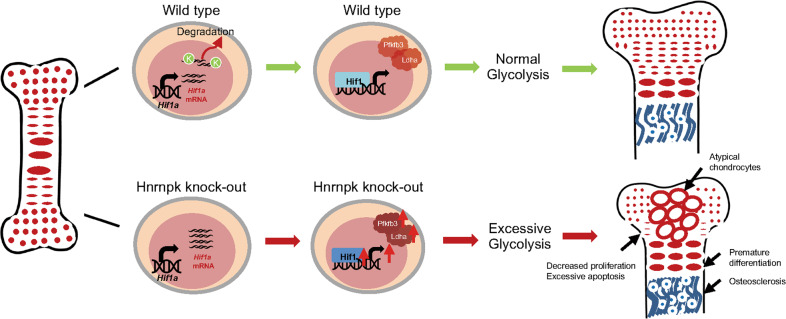
Diagram of Hnrnpk orchestrating growth plate development. During growth plate development, Hnrnpk bound to the *Hif1a* mRNA and mediated its degradation. Ablating Hnrnpk in chondrocytes resulted in the increased expression of Hif1α and then the increased expression of downstream target genes including Ldha and Pfkfb3. The elevated level of glycolytic enzymes led to excessive glycolysis and finally abnormal growth plate development.

## Supplementary information

Reproducibility checklist

Supplementary material

Supplementary table

Supplementary material Western blots

## Data Availability

The RNA-seq data from this publication have been uploaded to the GEO database and assigned the identifiers GSE197283.

# Supplementary material for: Hnrnpk maintains chondrocytes survival and function during growth plate development via regulating Hif1α-glycolysis axis
**Source:** Cell Death Dis. 2022 Sep 20;13(9):803. doi: 10.1038/s41419-022-05239-0
**Supplement:** Supplementary file 2 — Supplementary material

**
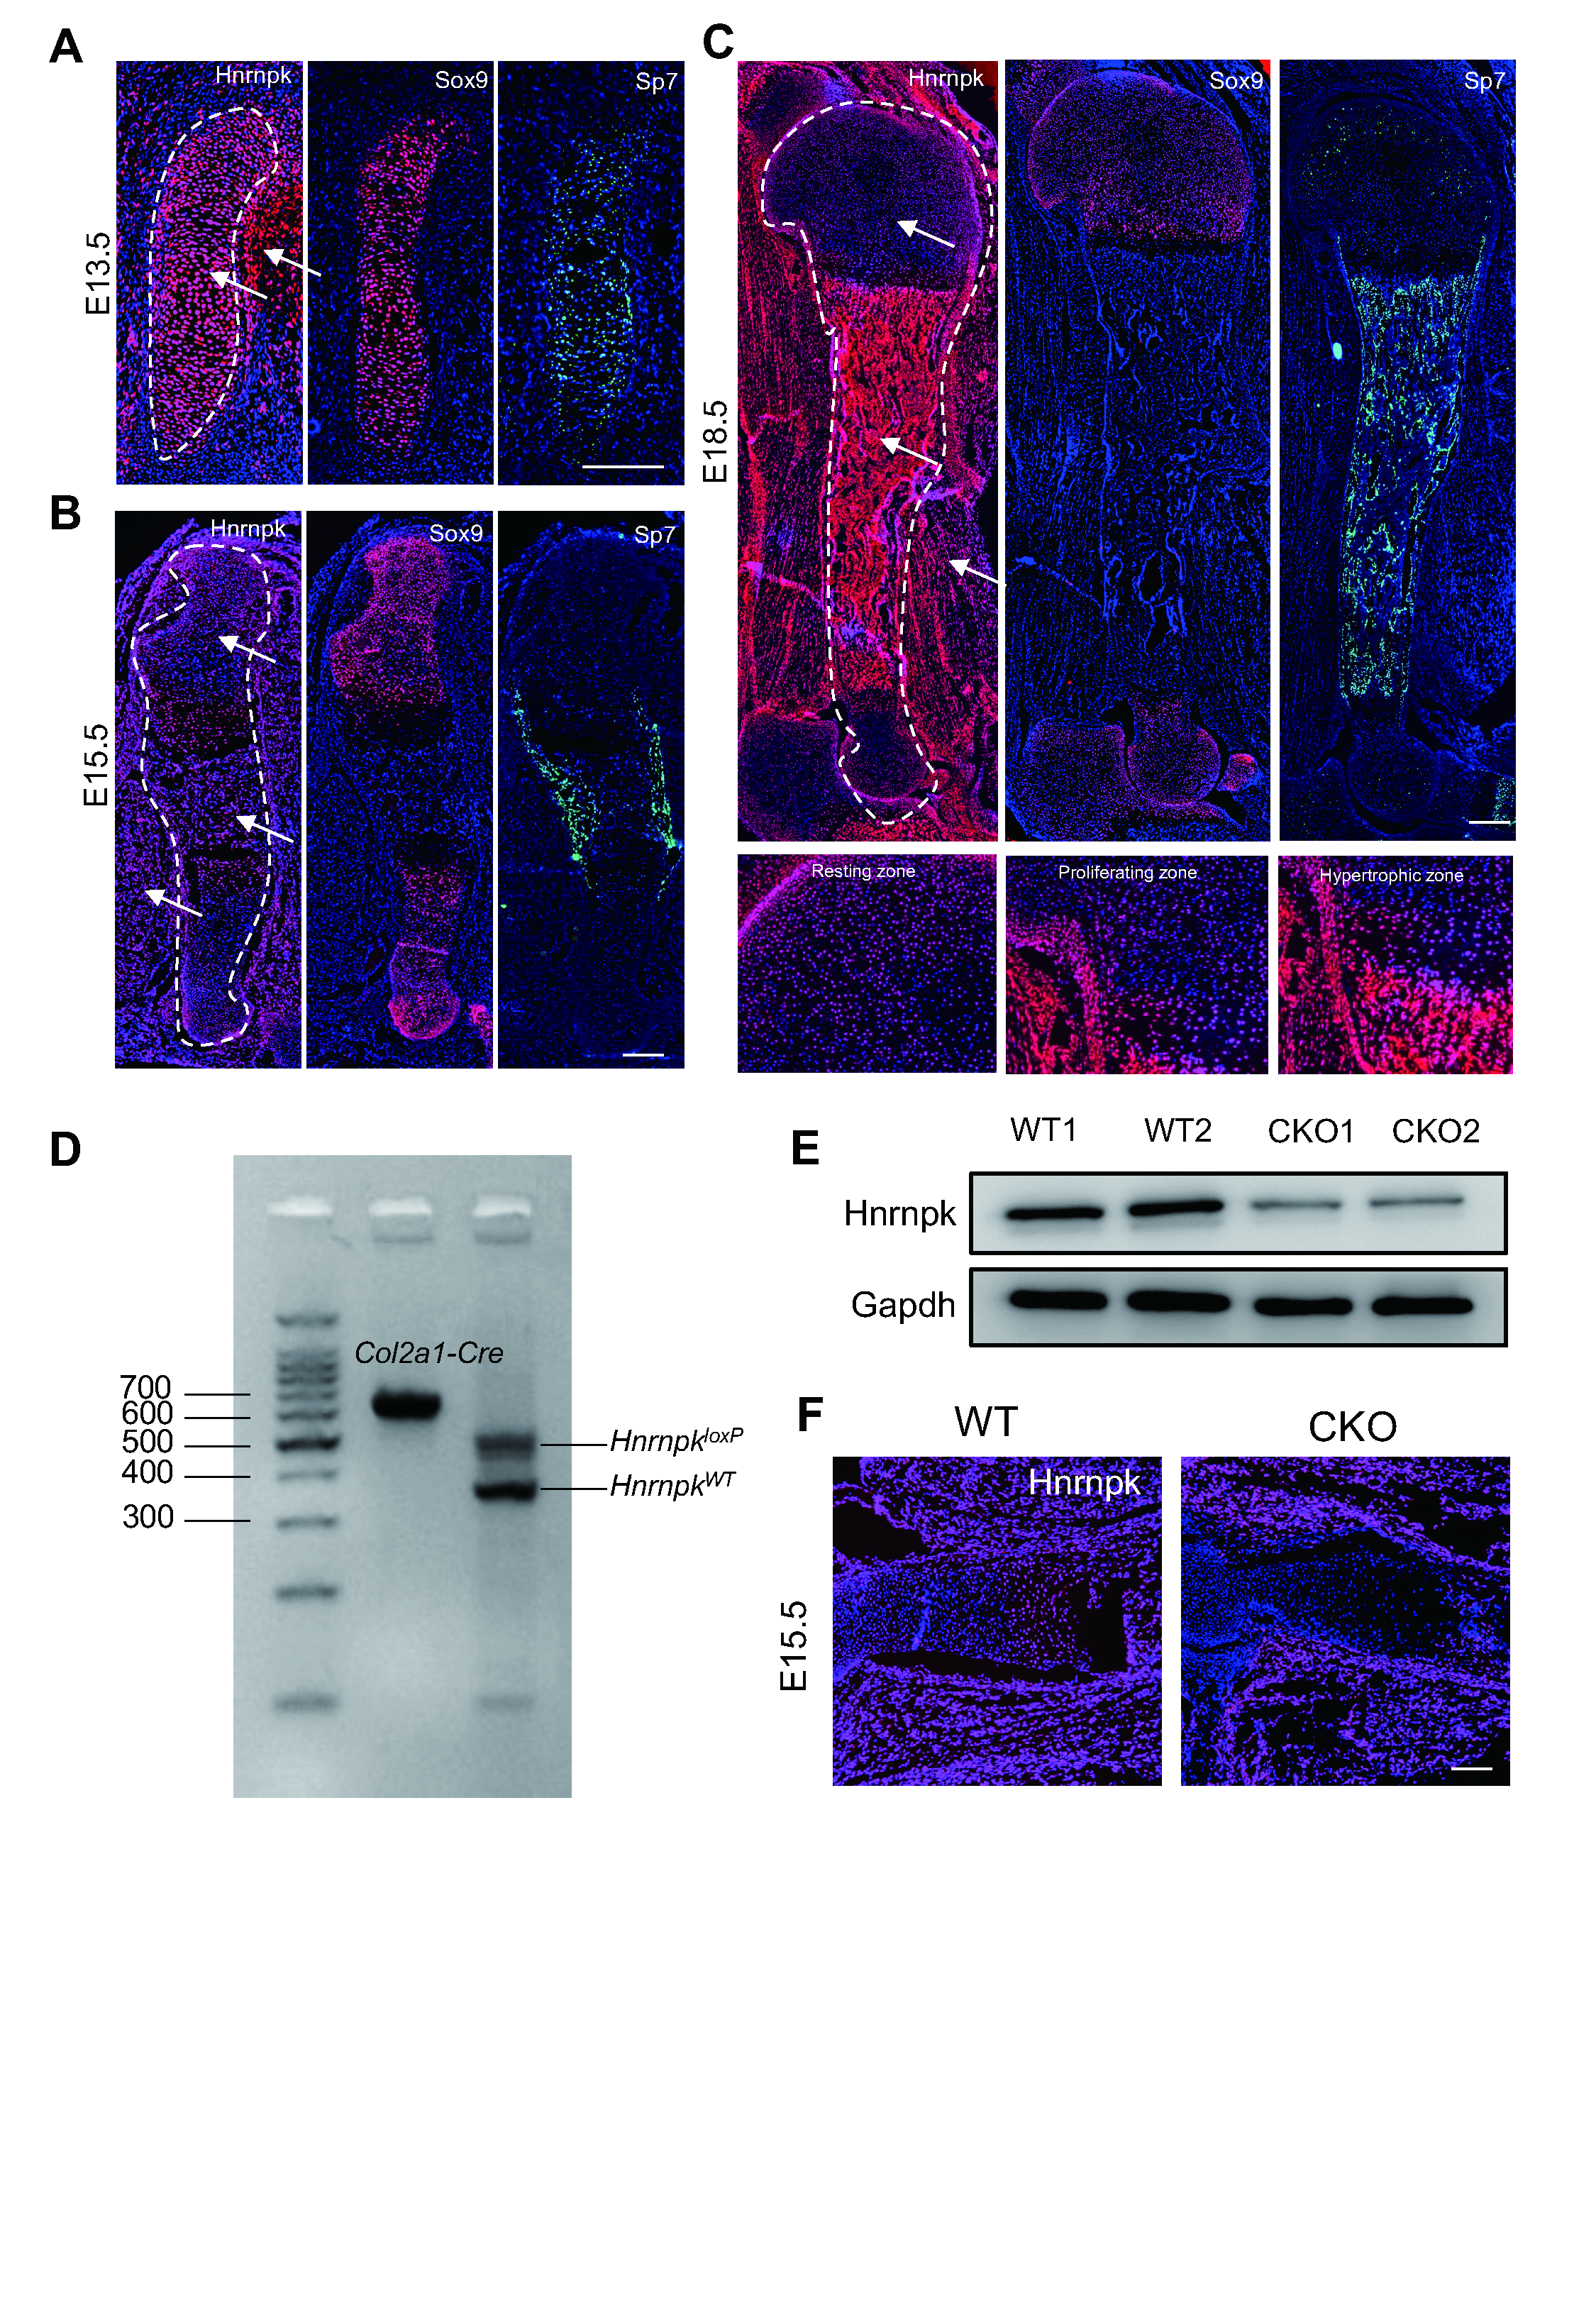
**

**Supplementary Fig. S1 Construction of *Hnrnpk* conditional knock-out mice.**

(A-C) Immunostaining of Hnrnpk, Sox9, and Sp7 in consecutive sections of the wild type humerus of E13.5 (A), E15.5 (B), and E18.5 (C) embryos. Dotted lines: humerus. Arrows: the expression of Hnrnpk in growth plate cartilage, bone marrow, and adjacent soft tissue. Scale bar: 100 μm.

(D) Gel image of genotype of *Col2a1-Cre* and *Hnrnpk^loxP^*.

(E) Hnrnpk protein level of the growth plate cartilage of E15.5 WT and CKO embryos.

(F) Immunostaining of Hnrnpk of the humerus of E15.5 WT and CKO embryos. Scale bar: 100 μm.

**
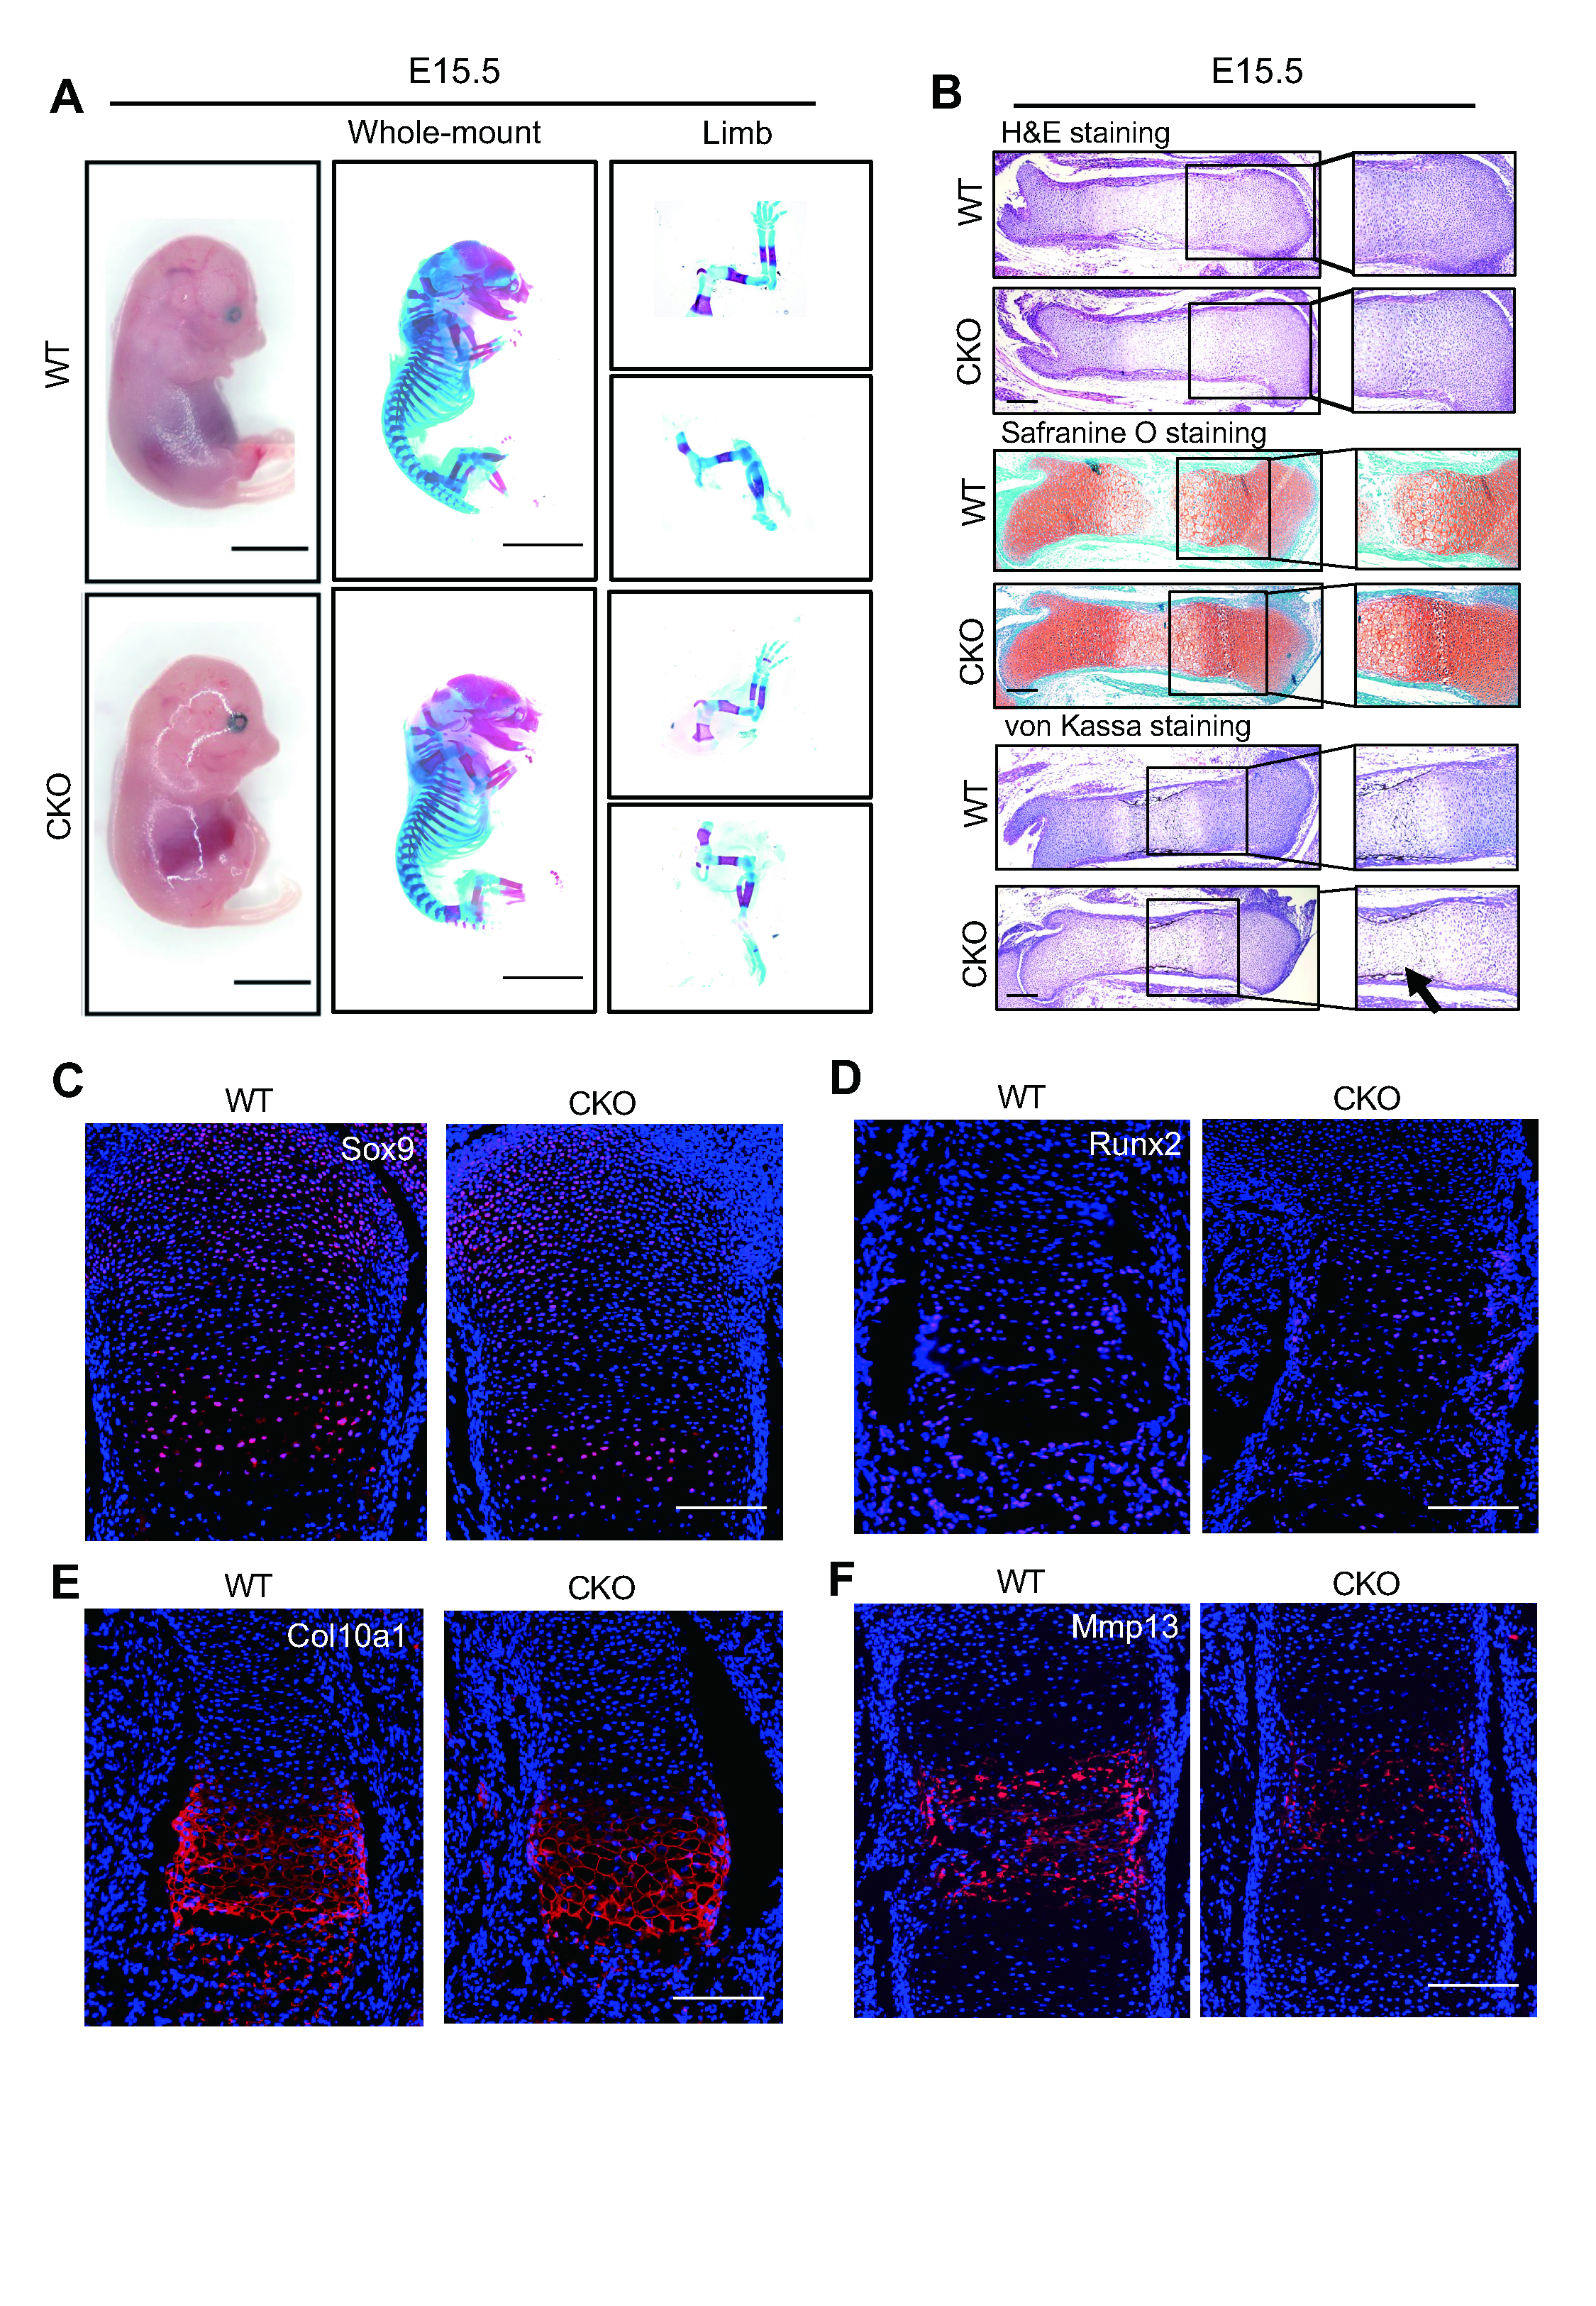
**

**Supplementary Fig. S2 Ablation of Hnrnpk in the chondrocytes results in delayed formation of** **primary ossification center of E15.5 CKO embryos.**

(A) General inspection (left panel) and skeletal preparation (middle and right panel) of E15.5 WT and CKO embryos. Scale bar: 500 μm.

(B) H&E staining (top), Safranine O staining (middle), and von Kassa staining (bottom) of femur of E15.5 WT and CKO. Black arrow: delay formation of POC. Scale bar: 100 μm.

(C-F) Immunostaining of Sox9 (C), Runx2 (D), Col10a1 (E), and Mmp13 (F) of tibia of E15.5 WT and CKO. Scale bar: 100 μm.

**
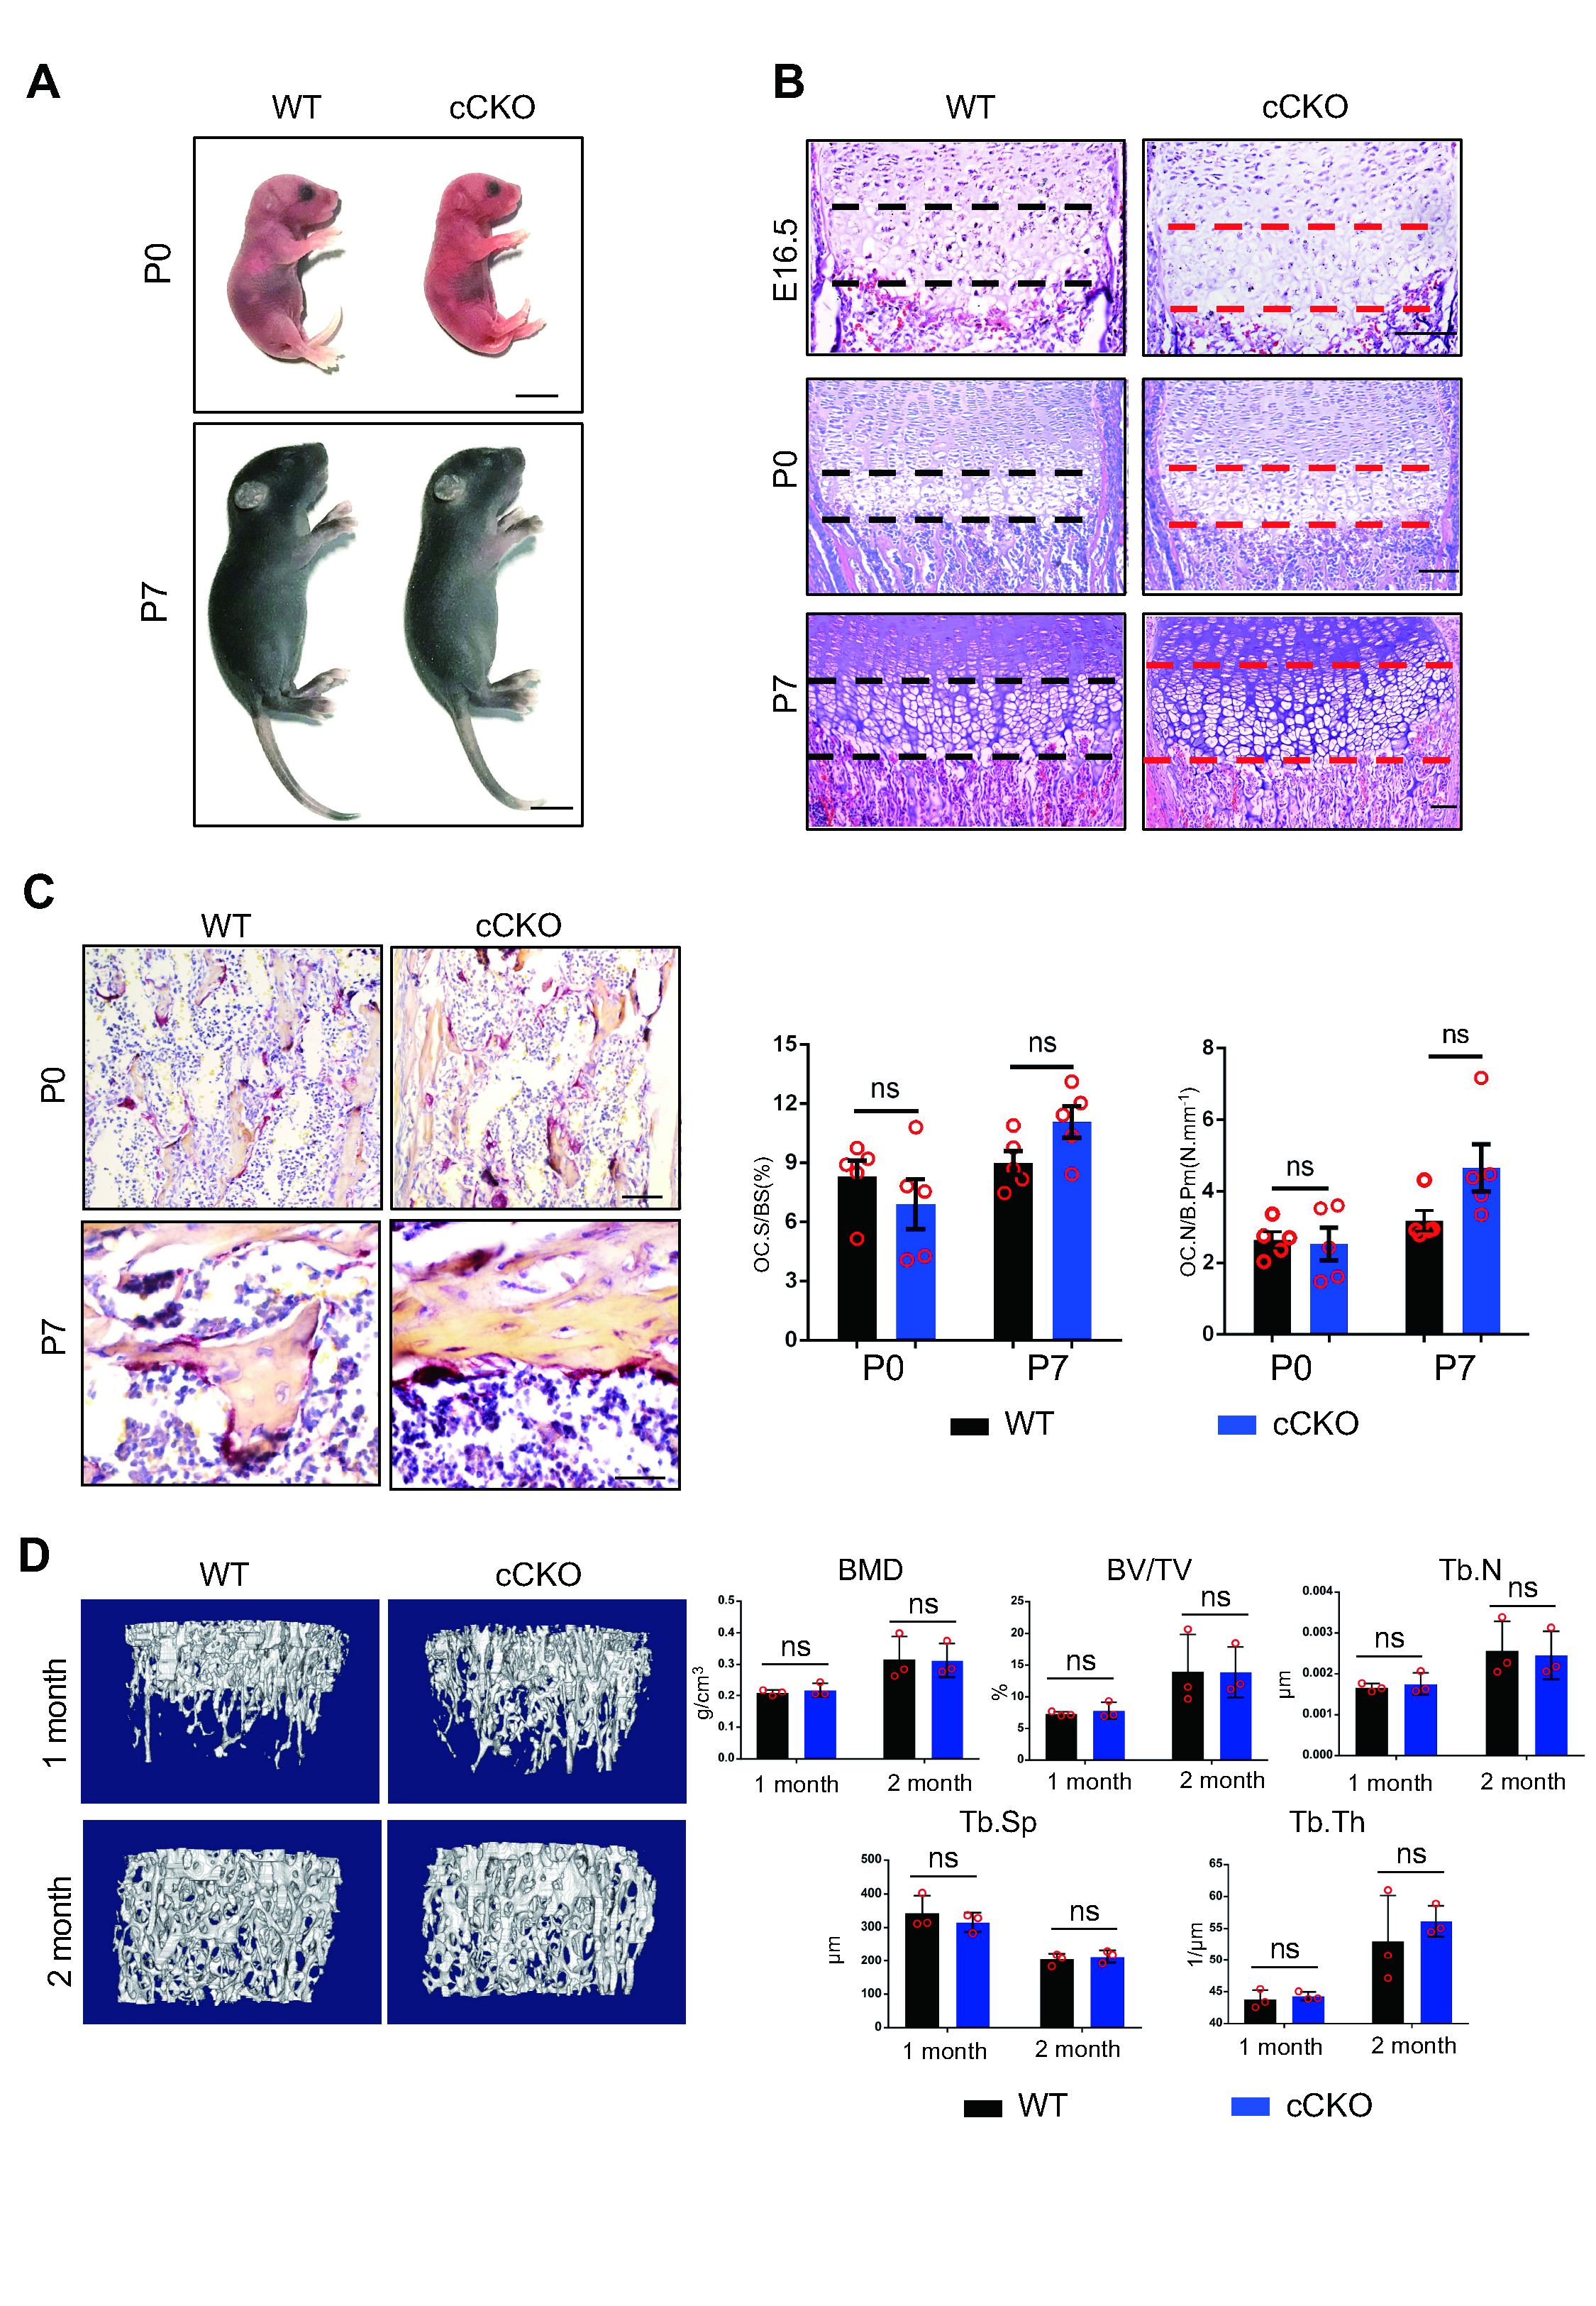
**

**Supplementary Fig. S3 Loss of Hnrnpk in hypertrophic chondrocytes increases bone mass.**

(A) General inspection of P0 (top) and P7 (bottom) WT and cCKO mice. Scale bar: 1 mm.

(B) H&E staining of tibia of E16.5 (left panel), P0 (middle panel), and P7 (right panel) WT and cCKO mice. Dotted lines: range of hypertrophic chondrocytes. Scale bar: 100 μm.

(C) TRAP staining in POC of tibia of P0 (top) and P7 (bottom) WT and cCKO mice and the quantification of OC.S/BS (area of osteoclast surface/area of bone surface) and OC.N/B.Pm (number of osteoclast/perimeter of bone surface). *n* = 5 biological replicates. Scale bar: 100 μm.

(D) Micro-CT scanning of femur of one-month and two-month old WT and cCKO mice and quantification of BMD, BV/TV, Tb.N, Tb.Sp, and Tb.Th. *n* = 3 biological replicates.

*p*-value was calculated by two-tailed unpaired Student’s t-test. Data was shown as mean ± SD. ns: not significant.

**
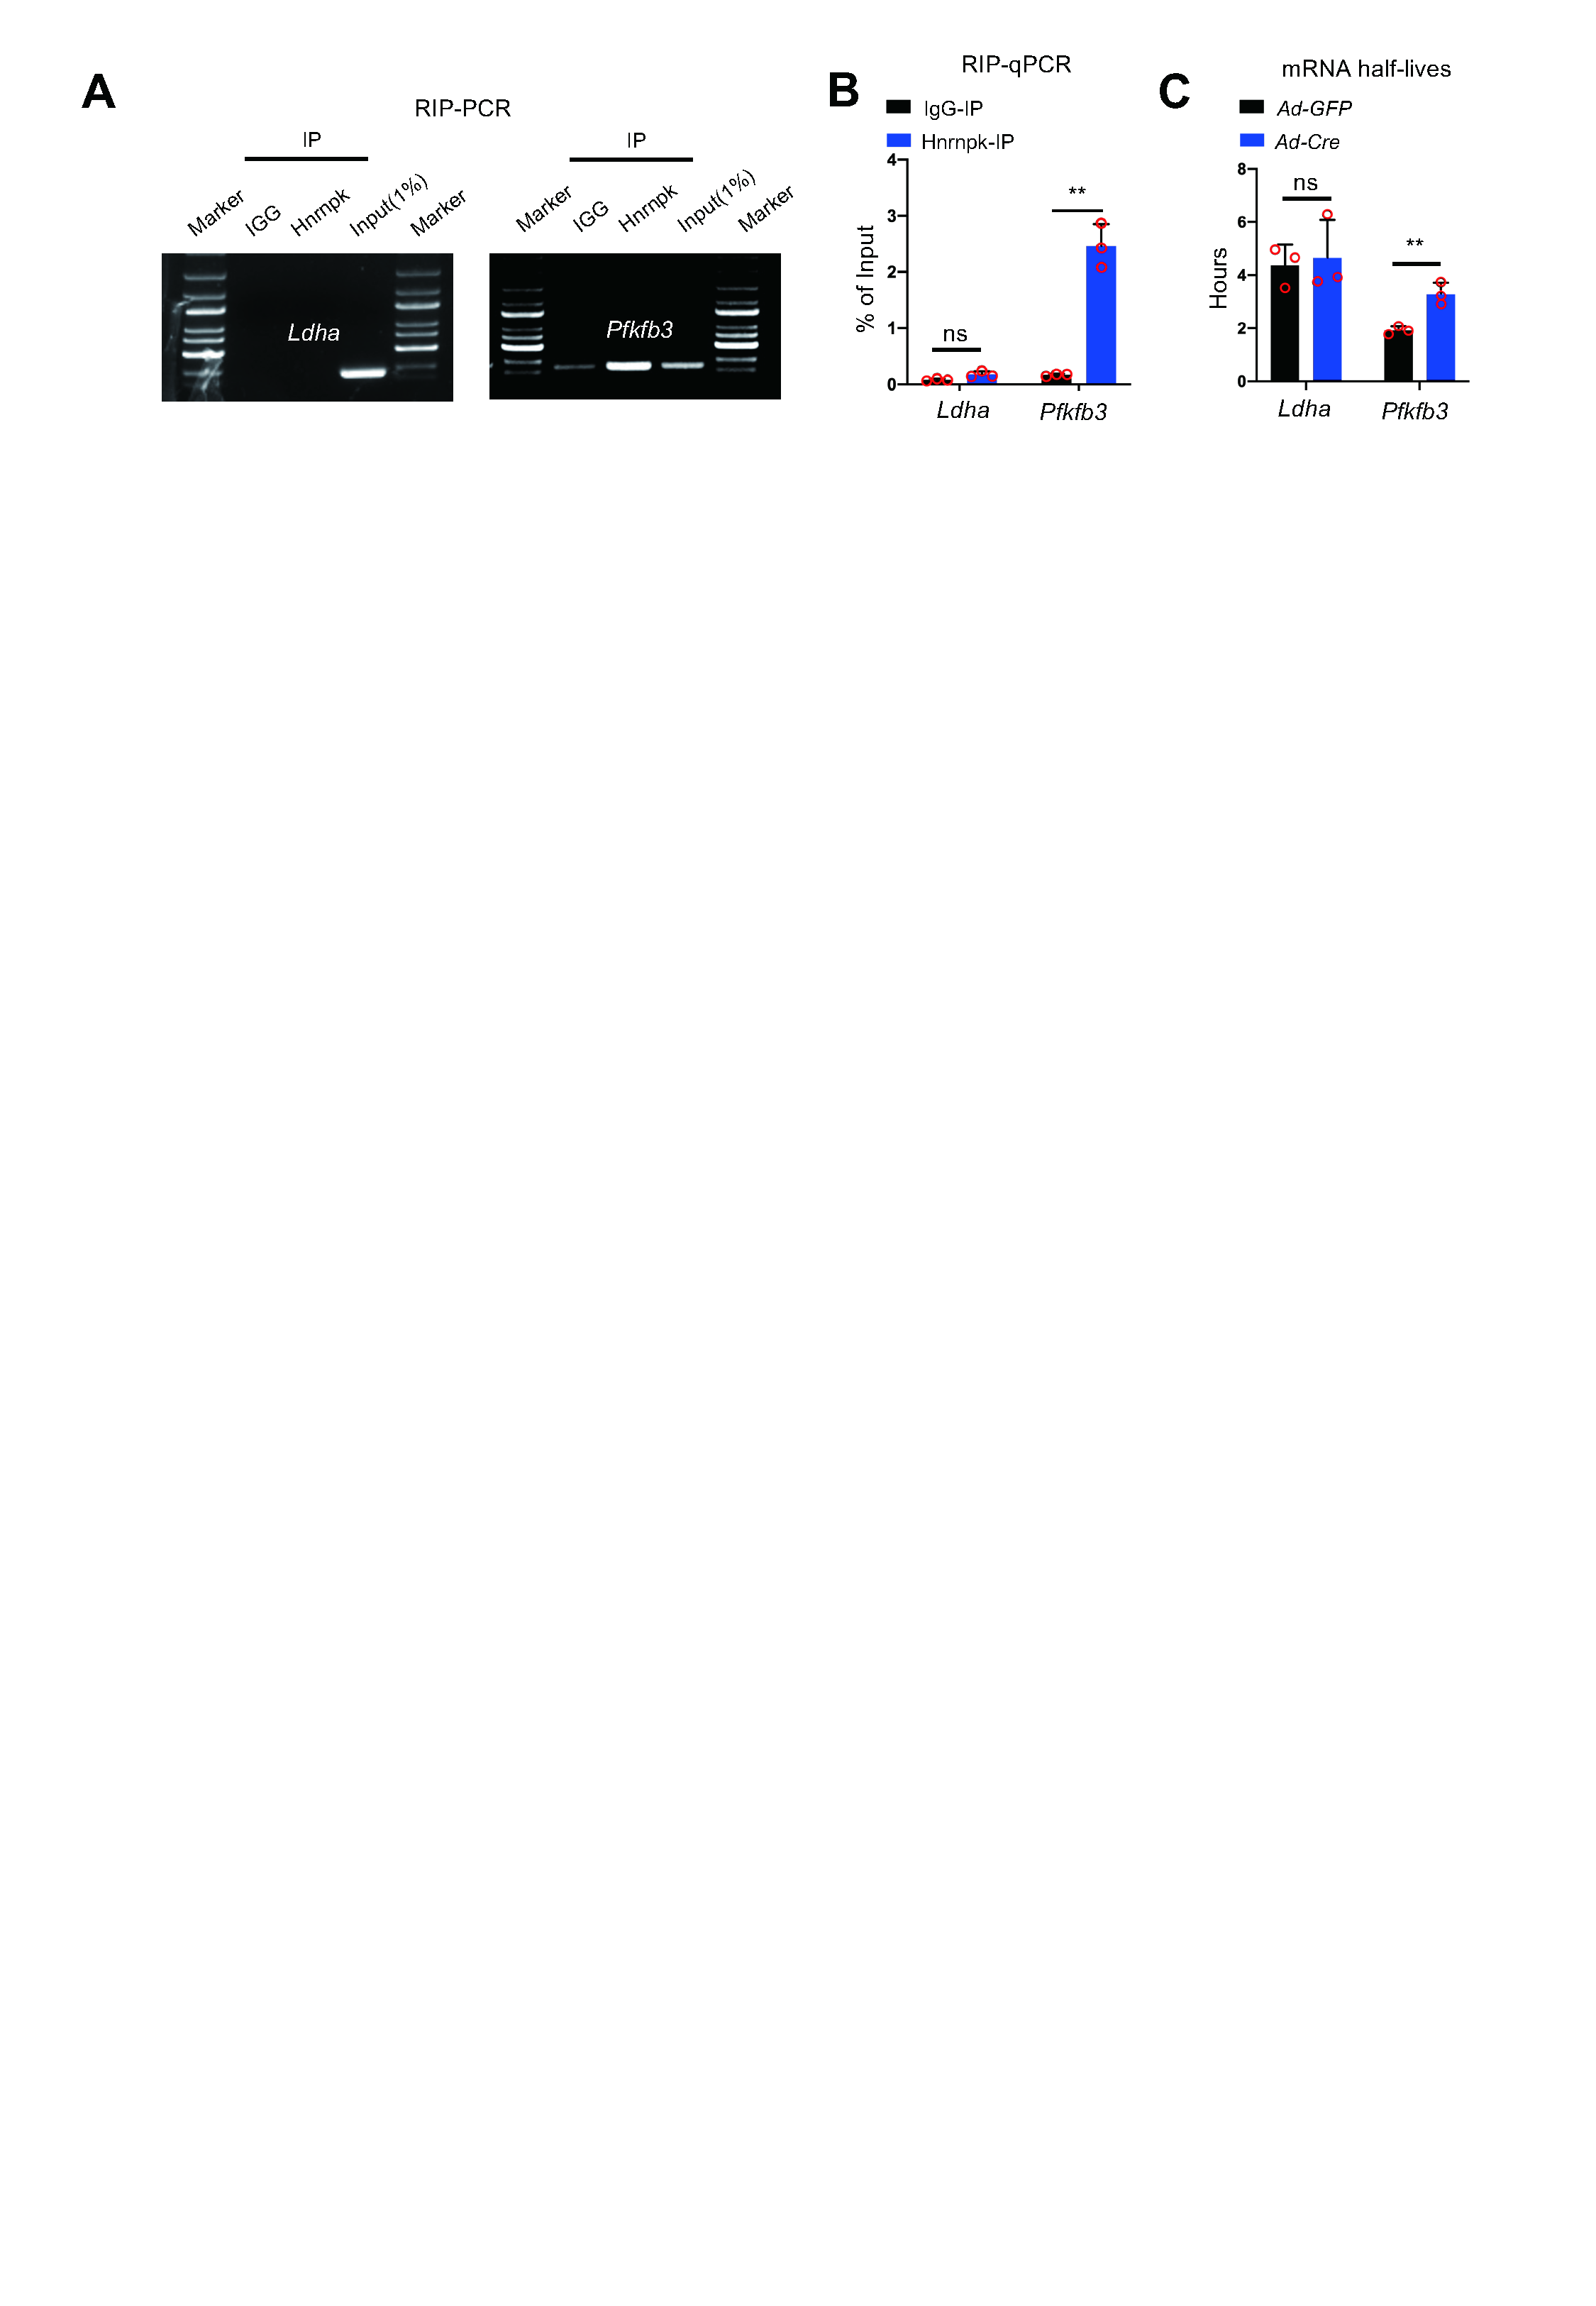
**

**Supplementary Fig. S4 Hnrnpk partially influences the stability of *Pfkfb3* mRNA.**

(A-B) RIP-PCR (A) and RIP-qPCR (B) were exerted to determine the level of binding between Hnrnpk and *Ldha* mRNA (left panel) or *Pfkfb3* mRNA (right panel). *n* = 3 biological replicates. IgG IP was used as specificity control.

(C) mRNA half-lives of *Ldha* and *Pfkfb3*. *n* = 3 biological replicates.

*p*-value was calculated by two-tailed unpaired Student’s t-test. Data was shown as mean ± SD. ***p* < 0.01; ns: not significant.

# Supplementary material for: Hnrnpk maintains chondrocytes survival and function during growth plate development via regulating Hif1α-glycolysis axis
**Source:** Cell Death Dis. 2022 Sep 20;13(9):803. doi: 10.1038/s41419-022-05239-0
**Supplement:** Supplementary file 3 — Supplementary table

**Supplementary Table 1.** Primers sequences for qPCR.

How the deposited data were processed for this re-analysis (not part of the article)

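Poly(A) RNA of growth plate cartilage from E18.5 mouse embryos was measured in 6 libraries, 3 labelled WT and 3 labelled CKO, and each label was matched to a column of the deposited table by its genotype and replicate number. The authors deposited CPM for each gene and library, made with a stranded mRNA library kit for Illumina sequencing. The paper's text names no aligner, read counter, genome build or annotation. Its RNA-seq paragraph gives the criterion for differential expression (a log2 fold change above 1 or below -1 with p under 0.05) without the test behind p. Its general paragraph on statistics names Student's t-test for a pair of groups, without mention of the RNA-seq. The table holds 15803 genes, of which 15217 carry Ensembl identifiers and 586 carry identifiers that begin with ONT and have no name or position in the table. Of the Ensembl identifiers, 15212 were found in release M21 of GENCODE on GRCm38, from which chromosome, start, end and biotype were taken. The table itself gives no coordinates. In the table 22 gene symbols read as dates, and genes were therefore matched by identifier.

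The values of each library summed to 1000000, and 100% of them were whole multiples of the value of 1 read, with a largest deviation of 1.72e-05 reads. The recovered reads ranged from 1183743 to 1379674 in the libraries labelled WT and from 1153871 to 1454094 in those labelled CKO. The depth is low, and a gene with 3 reads, the floor used for lower bounds of fold changes, stands at 2.06 to 2.60 CPM. Bounds and floors cover counting error only. Medians of lists with bounds leave out genes at the floor in both genotypes.

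The design fixed before the data were examined foresaw edgeR's quasi-likelihood test for counts and limma for normalized values. Because the table holds CPM, limma was used for the values reported first, and the count tests were run on the recovered reads as alternatives. With limma (version 3.58.1 in R 4.3.3), a linear model of log2(CPM + 1) on genotype was fitted to the 12155 genes with a mean of at least 1 CPM, followed by empirical Bayes moderation with a mean-variance trend and Benjamini-Hochberg adjustment. No covariate was used. Gene lists with at least 5 tested genes (18 of 25 lists) were tested with camera at its preset correlation of 0.01 and adjusted over the lists. The overlap of lists with called genes was tested with the one-sided Fisher's exact test against all genes tested. The lists were the genes shown in Figs. 4A, 4B, 5A, 2E, 2I and 5B, and lists compiled by hand for glycolysis, the Hif-1 signaling pathway, genes induced by hypoxia, p53 target genes, cartilage matrix, osteogenesis, hypertrophic chondrocytes, oxidative phosphorylation, proliferation, sex and 7 types of other cells. The GO and KEGG annotations of the paper were not used here. Labels of Fig. 5A were read by eye from the figure.

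The genes named are those of these figure panels, Hnrnpk and Hif1a, the members of the Hif-1 and p53 lists past the criterion of the paper, and the 5 higher and 5 lower genes with the largest log2 fold change among genes with an adjusted p under 0.05, a log2 fold change above 1 or below -1 and no overlap between genotypes. Any other gene is said to be chosen after its values were seen. Alternatives set before the data were examined were a pseudocount of 0.1, no filter on low values, a term for the replicate number, each library left out in turn, DESeq2's Wald test (version 1.42.0) and edgeR's exact test (version 4.0.16) on the recovered reads, an adjusted p of 0.01, the rotation test fry, camera with an estimated correlation, and overlaps with genes past the adjusted threshold. Alternatives added after the data were seen were edgeR's quasi-likelihood test with its own filter, with RLE size factors, with no filter and with at least 10 reads in every library, CPM scaled by TMM factors, and DESeq2 with a prior on fold changes.

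The tests were tested on simulated counts drawn from the real means and library sizes, with a 4-fold change (2 on the log2 scale) set in 200 genes. With limma 183 of these genes were tested, 74.9% were recovered past the adjusted threshold and 91.8% by the criterion of the paper, with 6 and 234 false calls among 12080 genes. The edgeR quasi-likelihood test recovered 94.1% of the 135 changed genes it tested among 7824, DESeq2 recovered 58% of 200 past its adjusted threshold and 78% by the criterion of the paper among 15803, and none of the methods gave a changed gene the wrong sign. Among 40 simulated lists without change, camera called 2 and fry called 3 at an unadjusted p under 0.05. Counts were drawn independently for each gene with the same dispersion of 0.055. Simulated lists therefore hold no correlation between genes, and their error rates do not cover real lists whose genes move together. Near-identical copies of genes were counted with BLAST (version 2.17.0) against the annotated transcripts at an identity of at least 90% over at least 300 bp. The values of 1 gene of the lists are not reported here.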

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

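The tests in these paragraphs were set before their results were seen, except for the alternatives added after the data were seen. These are edgeR's quasi-likelihood test, TMM scaling and DESeq2 with a prior.

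Genes that the paper does not discuss stood out as a list of p53 target genes, of which the paper follows p21 and Bax. Of its 41 tested genes, 33 were higher and 8 lower in the libraries labelled CKO, with a median log2 fold change of 1.02 (camera's adjusted p = 6.13e-14, fry's adjusted p = 0.00605). Over all genes 20 passed limma's adjusted threshold, and 30 did when adjusted over the list alone. The paper's criterion was met by 21 higher genes against 2.17 from chance (one-sided Fisher's exact test, adjusted p = 2.09e-15), and this overlap passed its threshold in 18 of 18 alternatives. Against the mean of the libraries labelled WT, the list median was 0.91 higher in CKO 1, 1.27 in CKO 2 and 1.22 in CKO 3. Perp (3.05), Cdkn1a (2.13), Psrc1 (2.18) and Mdm2 (1.75) had log2 fold changes past the adjusted threshold, while Igfbp3 (at least 1.6-fold lower) and Sesn1 (-1.02) fell by the unadjusted criterion. An effect of a few abundant genes on the library totals is argued against by the median of 1.03 after the 10 most abundant genes were left out of the totals. A loss of long transcripts is argued against by random lists matched on transcript length, since 100% of 10000 such lists had a lower median and the highest of them reached 0.45. Sex was balanced, with reads on Y-linked genes in 2 libraries labelled CKO and 2 labelled WT, and the list median was 1.23 among libraries with such reads and 0.80 among those without. Genes of the list move together, and with the correlation of 0.185 estimated from the data camera's adjusted p was 0.122. Over 16 alternatives, fry among them, the adjusted p ranged from 4.34e-24 with camera on the quasi-likelihood fit to that value, with the list higher in each. Of the 10 splits of the 6 libraries, 1, the real one, gave a camera p as small. The splits alone do not decide, as 3 libraries against 3 give no share under 0.1. Fry and limma set the list and its genes against the spread between the libraries of a genotype and passed their thresholds. Camera with the estimated correlation did not. A difference with the genotype is therefore left open beside differences between embryos, and litter was not tested. The genotypes differ in Cre as well as in the deletion of Hnrnpk exons, and these cannot be told apart here.

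Genes with identifiers that begin with ONT, which the paper does not mention, also changed. Of 524 such genes tested, 26 passed the adjusted threshold with a log2 fold change above 1 or below -1, 14 higher and 12 lower in the libraries labelled CKO. This is 4.96% of them, against 2.76% of known genes of the same abundance, which would give 14.5 genes with an upper limit of 22. Loci picked up in a few libraries by chance stay open, because a new locus is listed only where reads were found in some of these libraries, which could by itself raise the share. The one with the largest increase had 26, 9 and 23 reads in CKO 1, 2 and 3 and 0 in each library labelled WT. These genes took between 1.93% and 2.66% of the reads of a library. Their identity, strand and overlap with neighbouring known genes were not tested, because the table gives no position for them, so a shift in a neighbouring known gene remains open beside a difference between the genotypes.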

How the results depend on the processing

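Alternatives on edgeR's quasi-likelihood test, TMM scaling and DESeq2 with a prior were chosen after the data were seen. Of 87 named genes tested, 54 kept their direction and their side of the adjusted threshold under each alternative that tested them, among them Matn1, Comp, Ucma and Spp1. Of the other 33, 9 changed sign in at least 1 alternative, 15 fell short of the threshold in at least 1 and 9 passed it in at least 1.

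The numbers of genes past the paper's criterion, 644 higher and 620 lower in the libraries labelled CKO, came to 394 higher with edgeR's exact test (453 lower), 380 with the quasi-likelihood test (442 lower), 385 with its RLE size factors, and 387 higher and 368 lower with DESeq2 with a prior. With at least 10 reads in every library they were 201 and 256, of 6021 genes tested. Fewer genes tested explain part of these lower counts, since edgeR's filter kept 7704 genes. Other alternatives gave more genes past the criterion. With limma these were 731 higher and 695 lower with no filter, and 676 higher and 808 lower without CKO 2. The quasi-likelihood test with no filter gave 724 higher and 821 lower. Past adjusted p 0.05 and a log2 fold change of 1, the 272 higher and 234 lower genes became 151 higher (185 lower) with at least 10 reads in every library, 361 lower with edgeR's exact test, 388 lower with the quasi-likelihood test without filter, and 108 higher and 70 lower at an adjusted p of 0.01, which is stricter by construction. For the other shifts the cause was not tested. The 6 fits that each left out one library gave from 116 (without CKO 3) to 397 (without CKO 2) higher genes and from 76 (without WT 2) to 402 (without CKO 2) lower genes. Of 46 named genes past the adjusted threshold, 46 kept the call without CKO 2, 41 without WT 3, 36 without WT 1, and 35 without each of WT 2, CKO 1 and CKO 3. Without CKO 2, 457 of the 505 adjusted calls that could be tested were shared with the 6 libraries. TMM scaling moved the share of higher genes among those past the criterion from 50.9% to 45.6%. Of the 10 splits of the 6 libraries, 1, the real one, gave as many genes past the criterion and 1 as many past the adjusted threshold. The other splits gave at most 483 and 0 genes, and 3 libraries against 3 cannot give a share of splits under 1 in 10.

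Replicate numbers do not pair the libraries: the deviations of same-numbered libraries from their genotype means had correlations of 0.0608, -0.227 and -0.159 across 5022 genes. With the replicate block, 619 genes were higher and 599 lower by the criterion, 196 genes were higher and 140 lower past the adjusted threshold, and the overlap of the Hif-1 list with lower genes held 7 genes (Fisher's exact test, adjusted p = 0.372).

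Among gene lists, tested with camera unless stated, the anaerobic metabolism list of Fig. 5A had camera's adjusted p = 0.0467. On edgeR's quasi-likelihood test the adjusted p was 0.289 with edgeR's own filter, 0.285 with RLE size factors, 0.134 with no filter and 0.283 with at least 10 reads in every library. The adjusted p was 0.0677 with TMM scaling, 0.0786 with fry and 0.418 with the estimated correlation. It lay between 0.0293 (without CKO 3) and 0.127 (without WT 3) with one library left out. Camera with the estimated correlation also gave 0.0955 for the angiogenesis list, 0.122 for p53 target genes and 0.122 for the cartilage matrix, so that the lists' calls rest on the preset correlation or on fry. With one library left out, the hypoxia list ranged from 0.0491 (lower, without WT 3) to 0.830, osteogenesis from 0.0325 (without CKO 2) to 1.00, proliferation from 0.0140 (without CKO 1) to 0.703, and skeletal muscle markers from 0.0433 (without WT 3) to 1.00. In these fits osteogenesis was lower in place of higher without CKO 1 (0.944) and without CKO 3 (0.687), proliferation without CKO 2 (0.0842), and the muscle markers without WT 2 (0.383) and without CKO 2 (0.898). Fibroblast and tendon markers passed their threshold in 14 of 16 alternatives, macrophage and neutrophil markers in 9 of 13, the qPCR genes of Fig. 2 in 6 of 16 and oxidative phosphorylation in 1 of 16. The qPCR genes of Fig. 5B, lower as a list (camera's adjusted p = 0.854), were higher with the quasi-likelihood test (0.764), its RLE size factors (0.771) and at least 10 reads (0.771) and without WT 1 (1.00), and ranged from 0.710 to 1.00 with one library left out. The cause was not tested. Of the 10 splits, a camera p as small came from 3 for the anaerobic metabolism list, 1 for angiogenesis, 6 for glycolysis, 9 for the Hif-1 signaling pathway, 7 for genes induced by hypoxia, 1 for the cartilage matrix and 9 for osteogenesis.

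The overlap of the Hif-1 list with higher genes (7 genes, Fisher's exact test, adjusted p = 0.403) passed its threshold with 7 genes past the adjusted threshold (adjusted p = 0.0122), with 7 from DESeq2 with a prior (0.0244) and with 5 at 10 reads in every library (0.0444). Its overlap with lower genes (10 genes, Fisher's exact test, adjusted p = 0.0458) no longer passed with a pseudocount of 0.1 (9 genes, 0.110), DESeq2's Wald test (5 genes, 0.466) or edgeR's exact test (6 genes, 0.319). Nor did it pass with edgeR's quasi-likelihood test with edgeR's own filter (6 genes, 0.293), RLE size factors (6 genes, 0.286), no filter (9 genes, 0.163) or at 10 reads (3 genes, 0.738). DESeq2 with a prior (4 genes, 0.488) and adjusted calls (4 genes, 0.236) did not pass either. With one library left out the overlap held from 6 (without WT 3) to 9 genes (without WT 2). The cause was not tested.

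Of the genes that changed sign, Paip2b and Nfatc1 lay nearest to 0, and the others did so only with a library left out. Paip2b (0.0075 on the log2 scale) was at -0.0012 with DESeq2's Wald test and -0.0088 with edgeR's exact test. On edgeR's quasi-likelihood test Paip2b was at -0.011 with edgeR's own filter, -0.0052 with RLE size factors, -0.017 with no filter and -0.016 at 10 reads. It was at -0.035 with TMM scaling and -0.00098 with DESeq2 with a prior. Nfatc1 (0.016) was at -0.012, -0.033, -0.029, -0.024, -0.032, -0.039, -0.025 and -0.0090 under the same alternatives. With one library left out, the log2 fold change ranged from -0.13 to 0.19 for Paip2b, -0.093 to 0.083 for Nfatc1, -0.24 (without WT 1) to 0.67 for Egf, -0.086 (without CKO 2) to 0.67 for Slc2a1, -0.030 (without WT 3) to 0.42 for Bcl2l2, -0.049 (without CKO 2) to 0.84 for Col10a1, -0.086 (without CKO 2) to 0.47 for Pcna, -0.063 (without CKO 2) to 0.47 for Ndufaf4 and -0.38 to 0.080 (without WT 1) for Pfkfb4.

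The depth limits what can be seen of genes with few reads. Egflam and Ihh, with 4 and 3 reads in all, were not tested, and DESeq2 gave no adjusted p for 5219 genes. Hif1a was compared on 141 reads in all, and the 95% confidence interval of its log2 fold change ran from -1.14 to 0.024.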

Differences from the paper's values

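The paper's Fig. 4A places Matn1 at a -log10 FDR of about 49, Comp at about 40 and Ucma at about 30 (Fig. 4A, read by eye), while -log10 of limma's adjusted p was 4.65 for Matn1, 4.65 for Comp and 3.91 for Ucma. Of the alternatives set before the data were examined, DESeq2's Wald test (53.4, 44.4 and 31.0) and edgeR's exact test (39.0, 37.1 and 21.8) came within 1.5 times of the paper's values for these genes. The pseudocount of 0.1, no filter, the replicate block and each library left out did not. DESeq2 with a prior (53.5, 44.6 and 31.2) was chosen after the values were seen and also came within this range.

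The paper states that Mmp13 was significantly upregulated. Mmp13 met the paper's criterion but not limma's adjusted threshold (adjusted p = 0.118). It passed the adjusted threshold with the replicate block (limma's adjusted p = 0.0472) and without CKO 2 (limma's adjusted p = 9.29e-04). It also passed with edgeR's exact test (adjusted p = 0.0149) and, chosen after the values were seen, with edgeR's quasi-likelihood test without filter (adjusted p = 0.00219). The fit without CKO 2 rests on the close pair CKO 1 and CKO 3, so its p-value could be too small.

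The paper states that the Hif-1 signaling pathway was significantly enriched among upregulated genes. By the paper's criterion the overlap of the list compiled here with higher genes did not pass its threshold (Fisher's exact test, adjusted p = 0.403). It passed with calls at the adjusted threshold (Fisher's exact test, adjusted p = 0.0122) and, chosen after the values were seen, with DESeq2 with a prior (0.0244) and edgeR's quasi-likelihood test at 10 reads in every library (0.0444).

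The paper reports increased expression of the anaerobic metabolism genes of Fig. 5A. Each of the 8 genes was higher, but none met the paper's criterion or limma's adjusted threshold with the 6 libraries. The paper reports higher Hif1α protein in CKO embryos and a longer half-life of its mRNA in cultured chondrocytes, which are other measurements. In these libraries the log2 fold change of Hif1a was -0.56.

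Other statements of the paper rest on qPCR, protein or staining and are not measured by the same method. The paper reports more Pfkfb3 and Ldha, and their log2 fold changes were -0.68 for Pfkfb3 (limma's adjusted p = 0.290) and 0.37 for Ldha. Pfkfb3 was compared on 59 reads in all, and the 95% confidence interval of its log2 fold change ran from -1.44 to 0.084. Its direction is therefore not settled. For Sox9, which the paper reports as decreased, the log2 fold change was -0.83 (limma's adjusted p = 0.137). Without CKO 2, where p rests on the close pair CKO 1 and CKO 3 and could be too small, the log2 fold change was -1.15 (limma's adjusted p = 0.00888). For Col10a1, reported as increased, it was 0.33 (limma's adjusted p = 0.738), and for Pcna, reported as decreased, 0.25 (limma's adjusted p = 0.644). Ihh, reported as increased, had 3 reads in all libraries and was not tested. Bax, reported as increased, had a log2 fold change of 0.88 (limma's adjusted p = 0.0157).

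The library numbers of Fig. 5A differ from those of the deposited table. For 11 genes, 25 highest or lowest libraries within a genotype were read by eye from the colours of Fig. 5A, after the values were seen. Of these, 6 fell on the library of the same number in the table, and 25 did with numbers 1 and 3 exchanged in both genotypes. Among the 19 readings on library 1 or 3, 0 fell on the same number and 19 on the exchanged number. The exchange stays within genotypes and leaves every comparison between them as it is.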

Other observations

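The tests chosen after the result was seen were those of library size for Hif1a, of swapped labels and of the deleted allele for Hnrnpk, of sex for CKO 2, of one RNA sample for CKO 1 and CKO 3, of p53 target genes within the Hif-1 list, and the choice of Krt10 for keratinocytes and of Sparc, Col1a2 and Col1a1 for ossified tissue.

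Hnrnpk itself did not separate the genotypes, with a log2 fold change of -0.14 over the whole gene. A swap of genotype labels between the paper and these libraries is argued against. All 6 genes that the paper measured by qPCR in Fig. 4B were lower in the libraries labelled CKO, as in the paper. A swap made before both the qPCR and the sequencing would not be seen this way and stays open. Transcripts of the deleted allele that still carry the other exons could keep the value of the whole gene up, and reads per exon were not analysed here, so the value of -0.14 leaves this open. The 2 near-identical annotated copies of Hnrnpk could add reads as well. Cells outside the Col2a1 lineage were not tested as a source.

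Hif1a was lower in the libraries labelled CKO, though not past limma's adjusted threshold (adjusted p = 0.253). A loss of long transcripts is argued against by the median log2 fold change of -0.0031 in 2570 genes within 20% of its transcript length of 4724 nt. GC content is argued against by a median of 0.092 in 1455 genes within 2 percentage points of its GC content of 41.3%. Library size is left open by the log2 fold change of -0.60 after TMM scaling, because the scaling moved all genes by little. Chance between embryos stays open. A list of 40 genes induced by hypoxia, of which 7 are shown in Fig. 5A, had 20 genes higher and 19 lower of 39 tested and a median of 0.027 (camera's adjusted p = 0.453, and 0.0491 with the list lower without WT 3). The 4 lower genes past the adjusted threshold were Pdk1, Aldoc, Plod2 and Plod1 (one-sided Fisher's exact test, adjusted p = 0.0292, against 0.406 by the paper's criterion). Of the list's higher genes 0 passed the adjusted threshold, with 1 past the criterion. This holds for the listed genes alone. Angptl4 and Hmox1, which Fig. 5A shows as targets of the Hif-1 pathway, rose past the adjusted threshold but are not in the list. Plod2 (-1.30) and Plod1 (-1.41) were named after their values were seen.

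Of the 7 Hif-1 list members that rose past the adjusted threshold, 2 are also in the list of p53 target genes. The overlap of the 5 others had a one-sided Fisher's exact p = 0.0366, against 0.00272 with all 7. Neither p is adjusted. Because 6 of the 7 are shown in Fig. 5A from these libraries, the test does not decide whether p53 target genes explain the overlap.

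Klk10, Sbsn and Slurp1, genes of keratinized epithelia, were among those that rose most. Keratinocytes in the dissections are argued against. Klk10 had at least 336 reads in each library labelled CKO, while Krt10, the keratin with most reads, had a log2 fold change of 0.41 (limma's adjusted p = 0.484) and at most 61 reads in a library labelled CKO against 54 in one labelled WT. Krt1, Krt15, Lor, Krtdap and Dmkn had at most 1 read in a library labelled CKO. The keratinocyte list had 4 of 19 genes tested and a median of 0.090. Krt17, 1 of these 4, rose by 2.36 on the log2 scale (limma's adjusted p = 0.0414), from 3, 5 and 0 reads in WT 1, 2 and 3 to 14, 24 and 11 in CKO 1, 2 and 3, and was named after its values were seen. A difference with the genotype stays open.

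Spp1, Timp1 and Cd68 (2.74, limma's adjusted p = 0.00114) rose past the adjusted threshold. Mmp13 (1.81, limma's adjusted p = 0.118) was higher in CKO 1 and CKO 3, while CKO 2 lay within the WT range. More marrow and ossified tissue in the dissections stays open. The most abundant other osteogenesis genes fell, Sparc (-0.69, limma's adjusted p = 0.214), Col1a2 (-1.09, limma's adjusted p = 0.0191) and Col1a1 (-0.57, limma's adjusted p = 0.179), with a median of -0.69, but their high level in WT would hide a small share of such tissue. Ibsp (1.78, limma's adjusted p = 0.166), Bglap (1.04, limma's adjusted p = 0.405) and Bglap2 (1.53, limma's adjusted p = 0.214) were higher. The osteoclast gene Ctsk was at 0.16 (limma's adjusted p = 0.641). Genes of haemoglobin had 1, 7 and 1 reads in WT 1, 2 and 3 and 3, 40 and 7 in CKO 1, 2 and 3. A lower share of chondrocytes would raise the markers of other cells alike. The fibroblast and tendon list (11 of 12 genes tested, 2 of them in another list) did not rise, with 10 genes lower and 1 higher. Its median was -0.61 (camera's adjusted p = 0.00236), or -0.72 with 1 gene at its bound and 1 at the floor in both genotypes left out. Fry (adjusted p = 0.223) and camera with the estimated correlation (adjusted p = 0.418) did not call this list. A lower share of chondrocytes therefore stays open. The macrophage and neutrophil list (8 of 15 tested) had a median of 1.02, or 0.83 with bounds (camera's adjusted p = 0.0134, fry's adjusted p = 0.223). All 8 genes were higher, but only 1 had an unadjusted p under 0.05 from limma. More macrophages alone stay open. Cd68, Ctsk and these osteogenesis genes were named after their values were seen.

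The remaining lists gave no call with camera unless stated. The genes labelled in Fig. 4A had a median of -2.74 (camera's adjusted p = 6.23e-05, fry's adjusted p = 0.00329) and those of Fig. 4B of -2.91 (camera's adjusted p = 8.70e-16), both lists of genes that the paper shows for this comparison. The median was 0.33 for the qPCR genes of Fig. 2 (camera's adjusted p = 0.114, fry's adjusted p = 0.0142) and -0.12 for those of Fig. 5B. It was 0.16 for hypertrophic chondrocytes (10 of 11 tested, 2 labelled in Fig. 4A, camera's adjusted p = 0.496, with 3 genes higher by the paper's criterion against 0.530 from chance, Fisher's exact test, adjusted p = 0.0483), 0.099 for oxidative phosphorylation (38 of 43 tested, camera's adjusted p = 0.139), 0.16 for proliferation (24 tested, camera's adjusted p = 0.395) and 0.044 for skeletal muscle (12 of 15 tested, camera's adjusted p = 0.717). Lists with fewer than 5 tested genes had no test. Their medians were 0.42 for osteoclasts (4 genes, 0.080 with bounds), -0.055 for endothelial cells (3 genes), 1.16 for erythroid cells (2 genes, 1.37 with bounds), -0.35 for sex (4 genes), -0.35 for Hif1a and Hnrnpk (2 genes) and 1.17 for the proliferation genes of Fig. 5A (2 genes).

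Gapdh and Actb, often used as reference genes, were listed at 9 to 27 and 29 to 115 reads per library. Gapdh has 177 near-identical annotated copies and Actb has 3, and reads shared with copies could have been left out by the counting. Across 22 glycolysis genes, which are not independent replicates, the number of copies and the mean level had a Spearman correlation of 0.521, where lost reads would give a negative one, and Ldha with 13 copies had at least 3706 reads. The number of copies could itself be higher for abundant genes, so this test leaves the question open. Actb had a log2 fold change of 1.21 (limma's adjusted p = 0.0170). Actb was named after its values were seen.

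The library labelled CKO 2 lay apart from CKO 1 and CKO 3. Against these, its median over the proliferation list was 1.14 higher and over the cartilage matrix list 0.41 higher, while its medians were -0.83 over hypertrophic chondrocytes and -0.79 over osteogenesis. A different mix of growth plate zones in CKO 2 may thus be a candidate explanation, and a biological difference between embryos was not tested apart from it. Sex is argued against: CKO 2 and WT 1, the libraries with 0 and 1 reads on Y-linked genes, had deviations that correlated at -0.127 across 5020 genes. CKO 2 had 523 reads of Mmp13, 115 of Ibsp, 248 of Myog and 1150 of Klk10, against 3133, 1030, 22 and 420 in CKO 1 and 2655, 932, 15 and 336 in CKO 3. Ibsp and Myog were named after their values were seen.

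The libraries labelled CKO 1 and CKO 3 were closer than any other pair, with a chi-square per degree of freedom of 1.29 across 7382 genes and a Pearson correlation of 0.965 across genes. The chi-square covers counting error only, and they were kept as separate replicates because they are labelled so. WT 1 and WT 2 followed with 2.06, and every other pair had at least 8.65. CKO 1 and CKO 3 had 133 and 120 reads on Y-linked genes. Libraries made from one RNA sample could lie this close, as could embryos of one litter, and the value of 1.29 leaves both open. If they came from one RNA sample, the libraries labelled CKO would stand for 2 samples in place of 3, and the SDs, standard errors and p-values given for 3 would not hold as given. Fits without CKO 2 would then have no replication of CKO, and their p-values and counts of genes would not hold either.

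The table lists 586 genes with identifiers that begin with ONT, of which 517 are called new genes, 42 known and 27 newly predicted long non-coding RNA genes, whereas the library kit was for Illumina sequencing.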
